# Distinct functional constraints driving conservation of the cofilin N-terminal regulatory tail

**DOI:** 10.1038/s41467-024-45878-9

**Published:** 2024-02-16

**Authors:** Joel A. Sexton, Tony Potchernikov, Jeffrey P. Bibeau, Gabriela Casanova-Sepúlveda, Wenxiang Cao, Hua Jane Lou, Titus J. Boggon, Enrique M. De La Cruz, Benjamin E. Turk

**Keywords:** Cell signalling, Kinases, Enzyme mechanisms

## Abstract

Cofilin family proteins have essential roles in remodeling the cytoskeleton through filamentous actin depolymerization and severing. The short, unstructured N-terminal region of cofilin is critical for actin binding and harbors the major site of inhibitory phosphorylation. Atypically for a disordered sequence, the N-terminal region is highly conserved, but specific aspects driving this conservation are unclear. Here, we screen a library of 16,000 human cofilin N-terminal sequence variants for their capacity to support growth in *S. cerevisiae* in the presence or absence of the upstream regulator LIM kinase. Results from the screen and biochemical analysis of individual variants reveal distinct sequence requirements for actin binding and regulation by LIM kinase. LIM kinase recognition only partly explains sequence constraints on phosphoregulation, which are instead driven to a large extent by the capacity for phosphorylation to inactivate cofilin. We find loose sequence requirements for actin binding and phosphoinhibition, but collectively they restrict the N-terminus to sequences found in natural cofilins. Our results illustrate how a phosphorylation site can balance potentially competing sequence requirements for function and regulation.

## Abstract (web summary)

Here the authors screen a saturation mutagenesis library of the disordered N-terminal tail of the actin severing protein cofilin. Their results reveal how a key phosphorylation site can balance competing sequence constraints on function and regulation.

## Introduction

Phosphorylation is perhaps the most common reversible post-translational protein modification and has widespread roles in regulating cell behavior. Sites of phosphorylation evolve rapidly, in part because kinase recognition motifs can be introduced by a small number of mutations in flanking residues^1,2^. However, regulatory sites of phosphorylation are necessarily under additional sequence constraints beyond those required for kinase recognition. For example, intracellular environments harbor many protein kinases—up to ~500 for human cells^3^. Accordingly, just as the sequence surrounding the site must be tuned to its cognate kinase, there is also selective pressure to evade phosphorylation by other kinases^4–6^. Furthermore, regulatory phosphorylation often occurs in functionally important regions, so that variability in the local sequence may be limited to maintain basic function^7,8^. Finally, the specific sequence context of a phosphorylation site may dictate how phosphorylation modifies protein behavior, for example, by generating a binding site for a phosphopeptide interaction module^9^. These factors are potentially in competition with one another, but there is currently limited insight into how they are balanced in any given phosphorylation site.

One example of a phosphoregulatory event occurring at a highly conserved site involves proteins in the cofilin/ADF (actin depolymerizing factor) family (hereafter referred to collectively as cofilin). Cofilin is a small actin-binding protein important for dynamic regulation of the actin cytoskeleton in eukaryotes and essential for multiple actin-dependent processes, including cytokinesis, cell polarity, migration, neurite extension, and mechanosensing^10–12^. Cofilin binds cooperatively to actin filaments, promoting severing at junctions between bare and decorated segments, as well as depolymerization, to produce new filament ends and a pool of actin monomers for reassembly^13–22^.

Due to its major impact on the actin cytoskeleton, cofilin activity is tightly regulated by several mechanisms. Principal among these is phosphorylation at Ser3 within its disordered N-terminal region, catalyzed in most animals and some protists by members of the LIM kinase family (LIMK1/2 and TESK1/2)^23^. The N-terminal tail is an essential part of the actin-binding interface, and Ser3 phosphorylation inactivates cofilin by dramatically decreasing its affinity for actin^24^. The phosphomimetic cofilin^S3D^ mutant binds to filamentous actin weakly but with higher cooperativity than the wild-type (WT) protein, and it severs filaments poorly, even when bound^24–26^.

The N-terminus of animal cofilins contains a conserved acetyl-Ala2-Ser3-Gly4-Val5 sequence (by convention, we use residue numbering based on the unprocessed precursor)^11^. Orthologs from other kingdoms vary in the sequence upstream of Ser3 and may have other β-branched or aliphatic residues in place of Val5, but the phosphoacceptor residue and Gly4 are invariant. Factors driving the conservation of this sequence are currently unclear. Aside from full N-terminal deletion mutants that are non-functional, only the phosphomimetic S3D and phosphorylation-resistant S3A variants have been examined with respect to their effects on actin in vitro or in cells^24–28^.

Recognition of cofilin by LIMK occurs through a docking interaction between the cofilin globular domain and a site adjacent to the kinase catalytic cleft on the kinase C-terminal lobe^29,30^. Consequently, the N-terminal region projects into the LIMK active site in a non-canonical orientation that lacks complementary binding interactions typically observed in other protein kinase-substrate complexes. Limited mutational analyses have suggested loose sequence requirements surrounding the phosphorylation site, save for an unusually strict exclusion of Thr as a phosphoacceptor residue^30^. Attempts to identify a LIMK phosphorylation site sequence motif using peptide libraries have been unsuccessful, presumably because the docking interaction is essential for efficient phosphorylation^29,31^.

A platform for the evaluation of large numbers of N-terminal sequence variants would facilitate the discovery of those features important for the various aspects of cofilin functionality. Here we exploit the widespread requirement for cofilin to establish a budding yeast system for high-throughput evaluation of sequence variants. *S. cerevisiae* lacking their sole cofilin ortholog, Cof1, are inviable^32,33^, but ectopic overexpression of mammalian cofilin-1 can rescue growth^24,29,34^. In this context, we have reported that inducible expression of human LIMK1 suppresses growth in a manner dependent on Ser3 phosphorylation^29^. With this system, we can evaluate in parallel the impact of a mutation on either core cofilin function or its regulation by LIMK based on its ability to support growth in the absence or presence of LIMK induction, respectively. Here, we have applied the system to screen a comprehensive collection of N-terminal sequence variants and subsequently conducted biochemical analysis of a panel of mutants. We found unexpectedly loose sequence requirements for each of the various aspects of cofilin function and regulation, with each dominated by its own distinct position within the N-terminal sequence. Overall conservation of the N-terminal region thus appears to be constrained by the collective requirements imposed by the full complement of cofilin functionality. These observations may have general implications for how regulatory phosphorylation sites emerge and are maintained through evolution.

## Results

### A dual-functionality cofilin library yeast competitive growth screen

To define cofilin N-terminal sequence requirements for actin severing and phosphoregulation, we leveraged the capacity of mammalian cofilin to substitute for yeast Cof1 in supporting growth^24^. We used a yeast strain in which the endogenous *COF1* gene was placed under the control of a tetracycline-repressible promoter (TeTO_7_-*COF1*)^35^. This strain grew poorly in the presence of doxycycline (DOX) due to loss of endogenous Cof1 expression, but ectopic expression of either yeast Cof1 or human cofilin-1 rescued growth (Fig. 1a). Our previous work with a temperature-sensitive *cof1* mutant strain demonstrated that ectopic expression of the LIMK1 catalytic domain (LIMK1^CAT^) completely blocked growth in the context of human cofilin-1^29^. Likewise, we found that inducible expression of LIMK1^CAT^ inhibited the growth of TeTO_7_-*COF1* yeast expressing human cofilin-1 in a manner dependent on its phosphorylation at Ser3 (Supplementary Fig. 1). Expression of full-length (FL) LIMK1, which has lower cofilin kinase activity than LIMK1^CAT^, caused only partial growth suppression (Fig. 1b). We chose to use FL LIMK1 for our screens as lower activity should allow us to better distinguish cofilin mutants that impact LIMK regulation to varying degrees. We next constructed a saturation mutagenesis library of the human cofilin-1 N-terminal region in which Ala2, Gly4, and Val5 were combinatorially randomized as all twenty potential canonical amino acids (Fig. 1c). Ser3 was maintained as either a serine or threonine residue to preserve a potential phosphorylation site, producing a library with 16,000 (20^3^ × 2) unique sequences. The library was introduced into a constitutive yeast expression plasmid with an N-terminal His_6_ tag included to prevent potential sequence-dependent post-translational modifications (e.g., initiator methionine removal and acetylation) and to help normalize levels of expression. The His_6_ tag did not prevent cofilin from rescuing yeast growth, severing actin, or being phosphorylated by LIMK1 (Fig. 1a, Supplementary Fig. 2). TeTO_7_-*COF1* yeast harboring the inducible LIMK1 expression plasmid were transformed with the cofilin library and expanded in liquid media with a portion of the culture reserved as a starting point sample. The remaining cells were grown in raffinose to derepress the LIMK1 expression construct and treated with DOX to repress Cof1 expression. The culture was then split and propagated in either glucose or galactose to repress or induce LIMK1 expression, respectively (Fig. 1d). At various times, the cultures were sampled for plasmid DNA extraction. The variable library sequence within the recovered plasmids was PCR-amplified and subjected to next-generation sequencing. This analysis indicated how the relative abundance of each component of the library changed over time (Fig. 1e, Supplementary Data 1 and 2). 

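The data are read counts of the 16000 library variants in 24 libraries, 8 from each of 3 screens. The human sequence at positions 2 to 5, Ala-Ser-Gly-Val, is written ASGV and was encoded as GCTAGCGGTGTT. Each residue at position 2, 4 or 5 occurs in 800 variants, and Ser3 and Thr3 occur in 8000 each. One library per screen came from yeast growing in glucose without DOX (T-1). One came from the start of the split cultures (T0), after growth in 2% raffinose with DOX, which switches off COF1 (YLL050C, chromosome XII, positions 39804 to 40414). The others came from 3 later time points (T1, T2 and T3) of a culture in glucose with DOX and of a culture in raffinose and galactose with DOX, where LIMK1 is induced.

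The authors amplified the variable region from yeast plasmids with barcoded primers, sequenced it on an Illumina NovaSeq and counted reads per variant. The paper names Microsoft Excel for processing the sequencing data, and its text names no program for assigning reads to variants. Libraries held 7185497 to 61265998 reads with a median of 23863730. T-1 libraries held 7185497 to 35401757 (median 19293074) and T0 libraries 13008751 to 29439770 (median 17836734). The glucose libraries held 23413923 to 40596403 (median 24706877) at T1, 24313537 to 61265998 (median 28832362) at T2 and 21795852 to 43927281 (median 27600781) at T3. The galactose libraries held 18909009 to 36675500 (median 21465387), 11562967 to 42922753 (median 20376075) and 12244253 to 37413623 (median 16463913).

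The score of a variant is the log2 of the mean, over the 3 screens, of its fraction of reads at T2 in glucose divided by its fraction at T0. Changes of single variants were tested with edgeR at an adjusted p under 0.05, with the screen as a block. The LIMK1 effect is the log2 change from T1 to T3 in galactose minus the log2 change from T1 to T3 in glucose. It also contains the change of sugar, so Thr3 sequences are given beside Ser3 sequences. Differences between paired sequences, and residue terms, were tested with limma on 1 value per screen.

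Between screens, the log2 changes of all variants from T0 to T2 correlated with a Pearson's r of 0.945 to 0.955 and the LIMK1 effects with 0.441 to 0.532. Of the variants called by edgeR, 14531 of 14555 in glucose and 2123 of 2154 for the LIMK1 effect had the same sign in every screen. Among 100 simulated changes of 2 on log2, edgeR recovered 56% in glucose and 30% for the LIMK1 effect, and of changes of 1 it recovered 8% and 7%. Few of the variants were changed in the simulation, so the adjustment was stricter than with the 14555 and 2154 real calls. These percentages are therefore not the power of the real tests. Fractions are relative to the pool. TMM, DESeq2's size factors and scaling to variants with a charged residue at position 5 moved the median log2 change in glucose by 2.88, 3.99 and 4.45, and scaling to ASGV moved it by −3.17. The first 3 of these added 0.35, 0.83 and 0.13 to every LIMK1 effect, while differences between sequences stayed the same.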

In the context of competitive growth, DOX + glucose conditions should enrich for viable cells expressing functional library variants. Growth in DOX + galactose should deplete the culture of functional cofilin variants that could be phosphorylated and inhibited by LIMK1. We first analyzed our data from the DOX + glucose condition to identify core determinants of cofilin function.

**Fig. 1:**
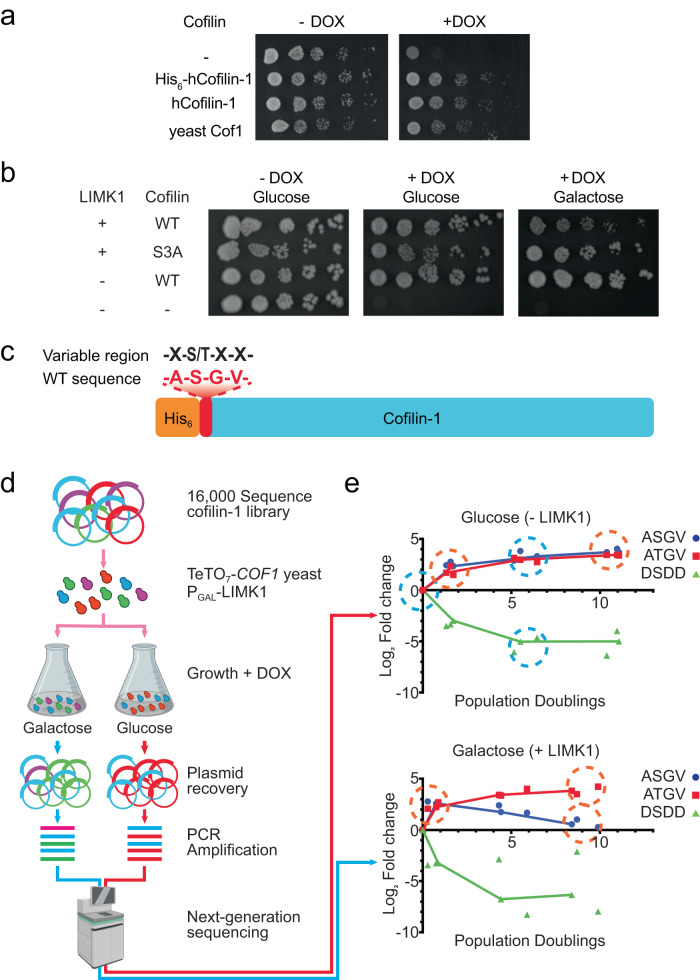
A dual-functionality screen of a cofilin-1 N-terminal mutagenesis library. **a** Growth of TeTO_7_-*COF1* yeast exogenously expressing the indicated cofilin in the presence or absence of doxycycline (DOX). Image representative of *n* = 2. **b** Yeast harboring the indicated expression plasmids were grown on either glucose or galactose to induce LIMK1 expression in the presence or absence of doxycycline. Image representative of *n* = 7. **c** Design of cofilin N-terminal combinatorial mutagenesis library. X indicates any of the 20 natural amino acids. **d** Schematic of the cofilin library dual-functionality screen. The schematic was made using Biorender. **e** Graphs show a change in the relative representation of the indicated cofilin variants over time during culture in either glucose (no LIMK1) or galactose (LIMK1 induction). Data are from three replicate screens performed independently. Blue circles indicate timepoints used to identify functional sequences. Orange circles indicate timepoints used to identify sequences inhibited by LIMK1. Time zero is after the derepression of *P*_*GAL*_-LIMK1 over the course of 1– 2 population doublings in raffinose + DOX media.

### Functional constraints on the cofilin N-terminal sequence in supporting growth

Yeast grown in glucose were analyzed for enrichment of cofilin sequences that could presumably bind and sever actin filaments. 

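Most of the change in glucose fell between T0 and T2. Over all variants, the median absolute log2 change was 2.30 from T0 to T1 (SD 0.12, n = 3 screens), 1.63 from T1 to T2 (SD 0.41) and 0.39 from T2 to T3 (SD 0.08). The groups given next are split by the score, which itself covers T0 to T2. Sequences with a score above 0 had a median log2 change in their fraction of reads of 1.66 from T0 to T1 (SD 0.25, n = 3 screens), and the others one of −2.77 (SD 0.32). From T1 to T2 these medians were 0.28 (SD 0.04) and −2.03 (SD 0.54), and from T2 to T3 they were −0.10 (SD 0.09) and −0.09 (SD 0.23). Wild-type ASGV had 56.4 reads per 1000000 at T0 and 331, 507 and 704 at T1, T2 and T3 (SD 11.8, 107, 92.0 and 144). FTGL had 22.3, 220, 304 and 373 (SD 10.2, 68.4, 77.7 and 104). DSDD, acidic at positions 2, 4 and 5, had 23.4, 2.38, 0.606 and 0.699 (SD 7.61, 0.554, 0.155 and 0.305).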

We compared sequence representation between the beginning of culture in glucose and ~6 population doublings later (Figs. 1e and 2a), beyond which changes were less pronounced. We ranked each sequence by its average log_2_ fold change in the normalized read count across three independently performed replicate screens (Fig. 2a). 

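By edgeR, 3352 variants rose in their fraction of reads from T0 to T2, 11203 fell and 1445 did not pass the test. Scores were above 0 for 3995 to 4126 variants in single screens (SD 65.6) and for 3730 in all of them. At the other end, 7806 scores lay below −4. The 5 highest log2 changes were those of FTGL (3.85, SE 0.28, adjusted p = 1.9e-41), WSLL (3.80, SE 0.25, 3.1e-47), FTPM (3.67, SE 0.24, 7.9e-51), HSLL (3.65, SE 0.46, 1.9e-14) and ESGM (3.60, SE 0.24, 2.6e-46). The 5 lowest were those of GSKD (−7.04, SE 0.75, 4.7e-20), NSPW (−7.01, SE 0.63, 2.5e-27), CSPW (−6.96, SE 0.80, 1.8e-17), RSRW (−6.96, SE 0.75, 1.9e-19) and CSAR (−6.92, SE 0.74, 7.1e-20), all with Ser3 and with Asp, Arg or Trp at position 5. From T-1 to T0 the 5 highest had fallen (log2 −0.76 to −1.75 by edgeR) and the 5 lowest had risen (1.24 to 2.06). Counted from T-1, the changes of these 10 would be smaller.

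The split depended on the scaling. It was 5241 up and 8180 down with TMM, 6088 and 5297 with DESeq2's size factors, and 6586 and 2779 relative to charged residues at position 5, and 14278 variants fell relative to ASGV. Scores above 0 numbered 6231, 8032, 9303 and 119 under these scalings.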

When analyzed this way, 4099 of the 16,000 library sequences were enriched in the population, suggesting that the majority of N-terminal substitutions were deleterious to cofilin function. As anticipated, native cofilin sequences performed well, including those from yeast (Arg-Ser-Gly-Val, rank 27), human (Ala-Ser-Gly-Val, rank 87), and *Arabidopsis* (Ala-Ser-Gly-Met, rank 262), though the most enriched sequence was non-native (Phe-Thr-Gly-Leu) (Fig. 2a, Supplementary Data 2). 

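RSGV was enriched 10.9-fold from T0 to T2 (SD 1.05, n = 3 screens), with a log2 change of 3.44 by edgeR (SE 0.24, adjusted p = 5.2e-44). ASGV was enriched 9.13-fold (SD 1.47) with a log2 change of 3.18 (SE 0.24, 8.9e-39), and ASGM 7.74-fold (SD 1.44) with 2.93 (SE 0.23, 2.2e-35). FTGL was enriched 14.8-fold (SD 3.85), and its log2 change in the 3 screens was 4.23, 3.87 and 3.46. Without screen 1, 2 or 3, ASGV ranked 38, 259 or 142, and without screen 2 RSGV ranked 87. From the number of enriched sequences, the paper proposes that most substitutions in the tail impair cofilin.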

Examination of the 400 most enriched sequences overall identified a Leu-X-Gly-Met consensus motif. 

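Among the 400 highest scores, Leu2 occurred in 46 sequences (11.5%, exact binomial p = 1.3e-05 after Bonferroni's correction), compared with 5% of the library. At position 4, Gly occurred in 95 (23.8%, SD 5.25 points over the top 400 of each screen, 2.4e-35), Leu in 90 (22.5%, SD 1.80, 1.5e-31) and Phe in 43 (10.8%, 1.9e-04). Position 5 held Met in 120 (30.0%, SD 2.65, 1.8e-56), Thr in 76, Ile in 70 and Val in 58. Thr3 occurred in 213 and Ser3 in 187, and Asp2 and Glu2 in 3 and 6.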

(Supplementary Fig. 3a). 

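Val, Ile, Leu, Met or Thr at position 5 occurred in 2806 of the sequences with a score above 0 (68.5%, SD 0.665 points over screens), compared with 25% of the library. By edgeR, 2475 of these 4000 variants rose and 928 fell (2470 and 923 adjusted over the list alone). Scores above 0 were most frequent with Met5 (678 of 800, corrected exact binomial p = 2.0e-160), followed by Ile5 (583), Thr5 (557), Val5 (513), Cys5 (478) and Leu5 (475). With Asp5 or Glu5, 6 of 1600 rose and 1571 fell (6 and 1571 over the list alone), and with Lys5, Arg5 or His5, 4 of 2400 rose and 2382 fell (4 and 2383). Phe5 gave 182 scores above 0, Tyr5 gave 19 and Trp5 gave 2. Of the 20 sequences ASGx, 9 rose and 10 fell (9 and 10 over the list alone), and ASGY was among those that rose, by 1.82 (SE 0.26, 7.2e-12).

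The share of Val, Ile, Leu, Met and Thr was 55.1% with TMM, 45.4% with DESeq2's size factors, 40.4% relative to charged residues at position 5 and 89.9% relative to ASGV.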

Within the N-terminal sequence, the fifth position was the most stringently selective, with aliphatic or β-branched amino acids (73% of enriched sequences) being apparently required for function (Fig. 2b–d) and Met being most commonly enriched (17% of enriched sequences). By comparison, other positions within the sequence were less selective. 

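At position 2, shares of the sequences with a score above 0 ranged from 2.32% to 8.08%. Leu2 had the largest share (331 sequences, exact binomial p = 5.2e-15), followed by Phe2 (289, 6.9e-07), Met2 (275, 9.4e-05), Tyr2 (262, 0.00491) and Ile2 (256, 0.0238). Glu2 (95, 1.7e-16), Asp2 (98, 2.1e-15) and Lys2 (141, 1.1e-04) were less frequent than in the library. Ala2, the human residue, occurred in 181, which did not pass the test. By edgeR, 155 of the 1600 variants with Asp2 or Glu2 rose and 1358 fell, compared with 691 and 1412 of the 2400 with Leu2, Phe2 or Trp2 (155, 1358, 691 and 1410 over each list alone).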

Despite being highly conserved in plants and animals, the second residue (Ala2 in humans) was effectively indiscriminate, with modest enrichment for non-native hydrophobic over charged residues (Fig. 2d). Likewise, enriched sequences had roughly equal representation of Ser (45%) and Thr (55%) at the phosphoacceptor (third) position. 

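Thr3 was more frequent than Ser3 among sequences with a score above 0 (55.3% and 44.7%, SD 0.379 points over screens, exact binomial p = 8.9e-10). Of the Ser3 variants, 1455 rose and 5824 fell by edgeR, and of the Thr3 variants 1897 rose and 5379 fell, the same adjusted over each list alone. In 8000 pairs differing only at position 3, limma found Thr3 higher in 1470 and Ser3 higher in 587. Without screen 2 these numbers were 869 and 267. Averaged over position 4 and 5, Thr3 exceeded Ser3 most with Thr2 (0.84 on log2, SD 0.11) and Arg2 (0.83, SD 0.11), and Ser3 exceeded Thr3 with Pro2, where the difference was −0.33 (SD 0.05).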

Finally, the selection at the fourth residue was intermediate. 

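With Gly4, 331 of 800 variants had a score above 0 (41.4%, SD 0.764 points), and by edgeR 290 rose and 433 fell. Among all sequences with a score above 0, the exact binomial p for Gly4 was 5.2e-15. The gain differed with the residue at position 5, where the pair Gly4-Gly5 differed from the sum of its residues by −2.17 on log2 (limma, SE 0.09, adjusted p = 1.7e-05). Gly5 variants were low altogether (median log2 change −4.64, SD 0.66). Whether a floor of the values gives this term was not tested. Relative to ASGV, Gly4 made up 35.3% of the sequences with a score above 0.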

As found in all WT cofilin sequences, Gly was overrepresented at this position in enriched sequences (8% overall). Despite being absent from all native cofilin sequences, hydrophobic residues were generally selected at this position, with charged residues and most small residues being depleted.

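Leu4 (414 of 800 with a score above 0, exact binomial p = 3.0e-38), Met4 (340, 4.4e-17), Phe4 (314, 2.2e-11), Trp4 (312, 5.0e-11) and Ile4 (280, 1.8e-05) were over-represented. By edgeR, 882 of the 2400 variants with Leu4, Phe4 or Trp4 rose and 1236 fell (878 and 1233 over the list alone). Glu4 was rarest (36, 1.7e-47), followed by Lys4 (96, 4.3e-16), Arg4 (101) and Asp4 (102). With Asp4 or Glu4, 101 of 1600 rose and 1416 fell (102 and 1417 over the list alone). Of the small residues Gly, Ala and Ser, Ser4 was under-represented (154, 0.0103), Gly4 was over-represented (331, 5.2e-15) and Ala4 (168, 0.445) did not pass the test. Thr4 was under-represented too (134, 5.4e-06).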

**Fig. 2:**
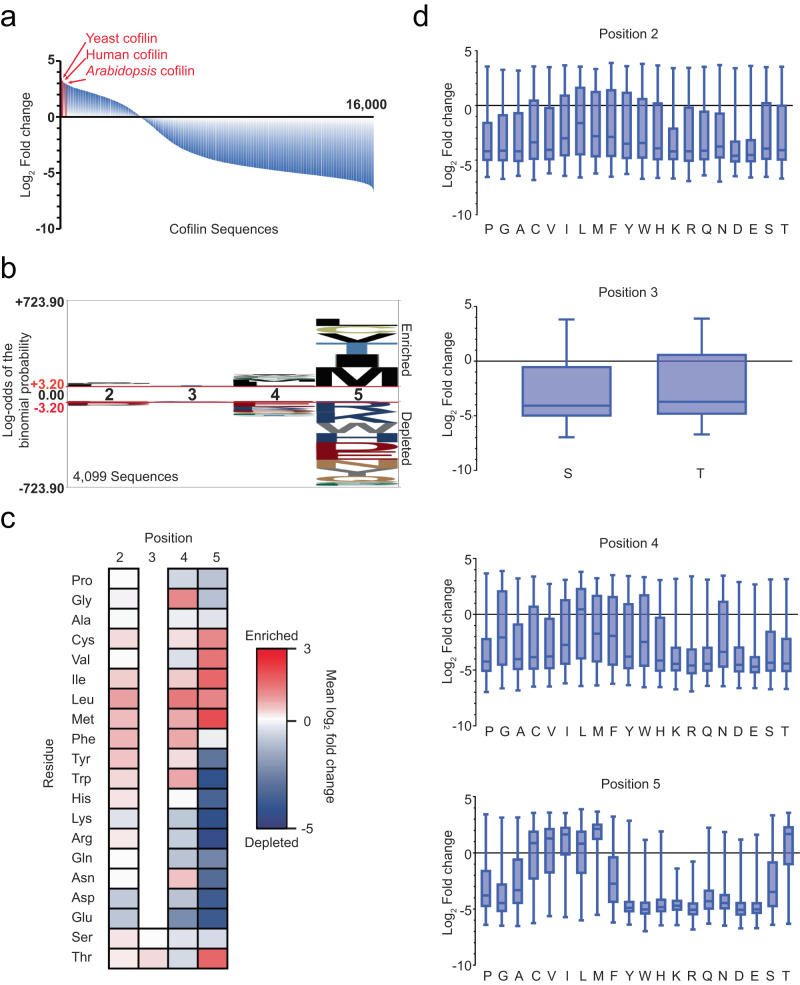
Cofilin library screen results for yeast growth rescue. **a** Waterfall plot depicting the enrichment or depletion of all 16,000 cofilin library sequences expressed in TeTO_7_-*COF1* yeast grown in doxycycline. Sequences are ordered left to right from highest to lowest average enrichment from three independent screens. **b** Probability logo of the *n* = 4099 cofilin N-terminal library sequences enriched in the screen (average log_2_ fold change from three independent experiments >0). The red line indicates the height threshold for the frequency of a residue in the enriched sequences being significantly different (*p* = 0.05) from the background frequency as calculated by a binomial probability function with Bonferroni correction. **c** Heat map of cofilin N-terminal library sequence enrichment or depletion. Color scale indicates the mean fold change of the 800 (positions 2, 4, and 5) or 8000 (position 3) library sequences containing the indicated residue across 3 independent replicates. **d** Distribution of cofilin sequences by enrichment scores according to the identity of residues at the indicated positions. Each distribution includes *n* = 800 sequences, with each value being the average from three separate experiments. Box plots indicate the median (middle line), 25th and 75th percentile (box), and 10th and 90th percentile (whiskers). Source data for all graphs is found in Supplementary Data 2.

Because our combinatorial library includes all possible combinations of residues at random positions, it has the potential to reveal cases where there is functional cooperativity between specific pairs of residues. In such cases, two residues would be co-enriched more frequently than expected if they behaved independently. We found many instances where residues appeared to co-vary in this manner. For example, Leu and Gly residues are represented similarly at position 4 within the 400 most enriched sequences. However, only Gly4 sequences were significantly enriched for a Val residue at position 5 (Supplementary Fig. 3a–c). Likewise, sequences with Val5 more prominently included Gly4 compared to those sequences containing Met5 (Supplementary Fig. 3d, e). 

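For every pair of residues at different positions, limma compared the mean log2 change of the pair with the sum of its residues. It found 477 pairs above and 467 below that sum. Of the 16000 scores, 7806 lay below −4. Near such a floor a pair can depart from the sum without any specific action between its residues, and this was not tested. Chosen after the values were seen, the 5 highest were Leu4-Gly5 (2.76, SE 0.18, adjusted p = 3.0e-05), Ile4-Gly5 (2.72, SE 0.17, 2.9e-05), Leu2-Pro5 (2.66, SE 0.13, 1.8e-05), Met4-Phe5 (2.64, SE 0.14, 2.1e-05) and Trp4-Ser5 (2.56, SE 0.14, 2.4e-05). The 5 lowest were Leu4-Pro5 (−2.75, SE 0.11), Glu4-Ile5 (−2.33, SE 0.11), Glu4-Leu5 (−2.26, SE 0.12), Gly4-Gly5 and Glu4-Val5 (−2.15, SE 0.08). All 10 had the same sign in every screen.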

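Of the 95 Gly4 sequences among the 400 highest scores, 23 had Val5 (24.2%), compared with 11 of the 90 Leu4 sequences (12.2%, Fisher's exact p = 0.0385, odds ratio 2.29). Of the 58 Val5 sequences 39.7% had Gly4, compared with 19 of the 120 Met5 sequences (15.8%, Fisher's exact p = 6.8e-04, odds ratio 3.49). In the top 400 of single screens, Gly4-Val5 occurred 10, 29 and 21 times and Leu4-Val5 occurred 6, 18 and 15 times. These tests count sequences, which are not independent replicates.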

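Among the 400 highest scores, independent residues would give 13.8 sequences with Gly4-Val5, compared with the 23 observed. Gly4-Ile5 occurred 29 times (16.6 if independent) and Trp4-Val5 15 times (4.50), while Gly4-Met5 (28.5 if independent) and Leu4-Met5 (17 observed, 27.0 if independent) occurred less often than that. Over the whole library, limma put Gly4-Val5 1.43 above the sum of its residues (SE 0.06, adjusted p = 1.7e-05), Trp4-Val5 1.36 (SE 0.06, 1.7e-05) and Gly4-Ile5 0.97 (SE 0.08, 8.1e-05). Leu4-Val5 was 0.38 above (SE 0.07, 0.00243), Gly4-Met5 did not pass the test (−0.02, SE 0.08, 0.810) and Leu4-Met5 was at −0.81 (SE 0.09, 2.7e-04). By edgeR, all 40 sequences with Gly4-Val5, Leu4-Val5 or Leu4-Met5 rose and 39 with Gly4-Met5, the same over each list alone. Their median scores were 2.89, 2.54, 2.74 and 2.78, and that of Gly4-Ile5 was 3.14.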

The Gly4-Val5 pair, which is found invariably in animals and fungi, was uniquely over-represented within these most highly enriched sequences (Supplementary Fig. 3f) and may provide a fitness advantage over sequences combining independently favorable residues. The residue at position 4 likewise appeared to influence selectivity at position 2 in unexpected ways. For example, in the context of Gly4 but not Leu4, Glu2 was consistently preferred over a similar acidic Asp2 residue (Supplementary Fig. 3g). 

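With Gly4, ESGT was enriched 2.84-fold (SD 0.393, n = 3 screens) and DSGT 0.133-fold (SD 0.0721), a log2 difference of 4.60 by limma (SE 0.48, adjusted p = 0.0108). ESGM was enriched 12.2-fold (SD 1.50) and DSGM 2.76-fold (SD 1.23), a difference of 2.23 (SE 0.44, 0.0283). ESGI and DSGI (11.3 and 4.20-fold, difference 1.40, 0.0777), ESGL and DSGL (5.89 and 2.59-fold, 1.22, 0.105) and ESGV and DSGV (7.85 and 5.86-fold, 0.41, 0.557) did not pass the test. Adjusted over these 10 pairs alone, p was 4.2e-04 for ESGT, 0.00901 for ESGM, 0.0418 for ESGI and 0.0436 for ESGL, each higher in every screen. With Leu4, ESLL was 1.48 above DSLL (0.0917, 0.0430 over the list alone), and ESLI, ESLT, ESLM and ESLV differed from their Asp2 partners by −0.06, −0.09, −0.27 and −0.83. Over all 800 pairs, limma found Glu2 higher in 46 and Asp2 higher in 52, and without screen 3 it found 0, with 99 and 78 at an unadjusted p under 0.05. The log2 change of DSGT by edgeR was 0.90 with DESeq2's size factors and 1.36 relative to charged residues at position 5, and from T-1 that of DSGM was −1.43.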

We furthermore noted distinct sequence preferences in the context of the two phosphoacceptor residues (Supplementary Fig. 4). Enriched Thr3 sequences in which the otherwise identical Ser3 sequence was depleted, for example, had a preponderance of charged residues at position 4 (Supplementary Fig. 4a, b). This phenomenon may reflect the capacity for Thr3 to better promote cofilin function, allowing it to compensate for the presence of these otherwise unfavorable residues. 

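In 632 pairs (SD 18.7 over screens) the Thr3 form alone had a score above 0, and in 199 (207, 216 and 224 in single screens) the Ser3 form alone. Asp, Glu, Lys or Arg at position 4 occurred in 204 of the 632 (32.3%, exact binomial p = 2.2e-11) and in 3 of the 199 (1.51%). The basic residues accounted for most of this (121 with Lys4 or Arg4, 2.6e-10), while Asp4 or Glu4 (83, 0.716) did not pass this test against the library share. Asp4 or Glu4 still made up 13.1% of the 632 pairs, compared with 1.65% of pairs with both forms above 0 and 0.503% of the 199. Thr3 exceeded its Ser3 partner on average by 1.19 on log2 with Lys4 (SD 0.17), 1.17 with Asp4 (SD 0.14), 1.17 with Arg4 (SD 0.22) and 0.90 with Glu4 (SD 0.21). With Val4 the difference was −0.67 (SD 0.09), and Val4 occurred in 41 of the 199 pairs with the Ser3 form alone (20.6%, 6.7e-13). With DESeq2's size factors or relative to charged residues at position 5, Thr3 alone was above 0 in 1094 or 1263 pairs and Ser3 alone in 688 or 858.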

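With Thr3 and Thr5, 351 of 400 sequences had a score above 0, 333 rose by edgeR and 33 fell (333 and 33 over the list alone). With Ser3 and Thr5 these numbers were 206, 167 and 169 (165 and 168 over the list alone). Thr3/Thr5 sequences exceeded their Ser3 partners by 2.45 on log2 (SD 0.31, n = 3 screens), the largest difference of any residue at position 5, followed by Cys5 (1.59, SD 0.18) and Pro5 (1.44, SD 0.21). The mean score of Ser3/Thr5 was −0.69 (median 0.09), and it was above 0 with TMM (2.20), DESeq2's size factors (3.36) and relative to charged residues at position 5 (3.80). In limma's model of residue pairs, Thr3-Thr5 was 1.00 above the sum of its residues (SE 0.07, adjusted p = 3.5e-05). Of the 400 highest scores, 67 had Thr3 with Thr5 and 9 had Ser3 with Thr5.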

We also observed strong covariation of Thr3 with Thr5, as reflected in a large difference in mean log_2_ fold change for Thr3/Thr5 variants compared with Ser3/Thr5 variants (1.7 vs. −0.28) (Supplementary Fig. 4c–e). While the basis for this and other examples of covariation are not immediately obvious, they are likely to promote either specific conformations or dynamics that enhance actin binding affinity or the capacity to sever actin once bound.

To confirm the results from the screen, we selected a number of mutants with varying degrees of enrichment for further analysis (Table 1). We initially assayed these mutants for their ability to support yeast growth on solid media, a format distinct from the competitive growth scheme used for the screen. Human cofilin-1 single or double-point mutants were expressed in TeTO_7_-*COF1* yeast and grown with or without DOX to control endogenous Cof1 expression. In keeping with their enrichment in the screen, cofilin^V5M^ supported growth similarly to WT human cofilin (Fig. 3a), while yeast expressing cofilin^V5E^ failed to grow. In contrast, Ala2 mutations had little effect on yeast growth, with both cofilin^A2L^ and cofilin^A2D^ supporting growth in the presence of DOX. Growth of yeast expressing the double mutant cofilin^A2L,V5M^, which incorporates residues most highly enriched at each position, was indistinguishable from that of yeast expressing cofilin^WT^ or cofilin^V5M^. Substitutions to Gly4 displayed a range of growth phenotypes that generally correlated with behavior in the screen (Fig. 3b). Yeast expressing cofilin^G4L^ grew similarly to yeast with cofilin^WT^. Cofilin^G4A^, which was slightly depleted in the screen, and cofilin^G4F^, which was in the bottom half of enriched sequences, each supported growth albeit at slower rates than for cofilin^WT^. The more substantially depleted variants, G4P, G4E, and G4K, provided, at best, a marginal amount of growth. Overall, we found that for most variants enriched in the context of competitive growth in liquid culture, apparent differences in fitness did not translate into overt differences in growth rate on solid media. Furthermore, mutants that can support growth on solid media but at lower rates than cofilin^WT^ were likely depleted in the screen due to being outcompeted by higher fitness variants. We note that the extent of growth rescue did not generally correlate with the level of cofilin expression (Supplementary Fig. 5). However, one of the most damaging mutations, cofilin^V5E^, expressed at very low levels suggesting that it and perhaps other non-functional Val5 substitutions may destabilize the protein.

**Table 1:** Properties of cofilin variants chosen for individual evaluation

Cofilin variant	Growth on plate	Actin binding *K*_0.5_, μM	*K*_0.5_ 95% confidence interval μM	Screen rank	Log_2_ fold change
WT	+++	0.61	0.54–0.67	87	3.19
A2L	+++	0.53	0.48–0.57	182	3.05
A2L,V5M	+++	0.85	<0.93	197	3.02
A2D	+++	1.5	1.4–1.6	822	2.55
S3D	−	4.7	4.4–4.9	ND	ND
S3D,G4F	++	1.06	1.02–1.09	ND	ND
S3D,G4L	+++	0.39	0.37–0.41	ND	ND
G4A	++	3.2	3.0–3.3	4424	−0.45
G4L	+++	0.59	0.55–0.62	1260	2.33
G4P	+	ND	ND	5800	−2.41
G4F	++	1.0	0.9–1.1	2292	1.76
G4E	−	*	*	9618	−4.45
G4K	−	3.5	3.3–3.7	8153	−3.98
V5E	−	**	**	10647	−4.70
V5M	+++	0.48	0.45–0.52	262	2.95

For growth on solid media: +++, equal growth in the presence or absence of DOX; ++, reduced growth on DOX; +, some detectable growth on DOX; −, no growth on DOX. For actin binding: *, none detectable; **, not assayed due to protein aggregation. *ND* not determined. Rank and log_2_ fold change values for all variants are provided in Supplementary Data 2.

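Among the variants named in Table 1, LSGV was enriched 8.28-fold (SD 2.09, n = 3 screens) with a log2 change of 3.02 by edgeR (SE 0.33, adjusted p = 3.0e-19). LSGM was enriched 8.16-fold (3.01, SE 0.25, 9.6e-33), ASLV 5.02-fold (2.32, SE 0.26, 1.3e-17) and ASFV 3.40-fold (1.76, SE 0.25, 2.6e-12). ASGE (−5.32, SE 0.85, 8.9e-10), ASEV (−4.78, SE 0.73, 1.6e-10), ASKV (−4.36, SE 0.72, 2.8e-09) and ASPV (−2.63, SE 0.69, 1.6e-04) fell. ASPV was above 0 with TMM (0.25), DESeq2's size factors (1.37) and relative to charged residues at position 5 (1.83), where ASKV was at 0.09. Of the 20 sequences ASxV, 8 rose and 9 fell (8 and 9 over the list alone), and ASWV was the highest after ASGV (3.03, SE 0.26, 3.9e-29).

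**Figure D1:**
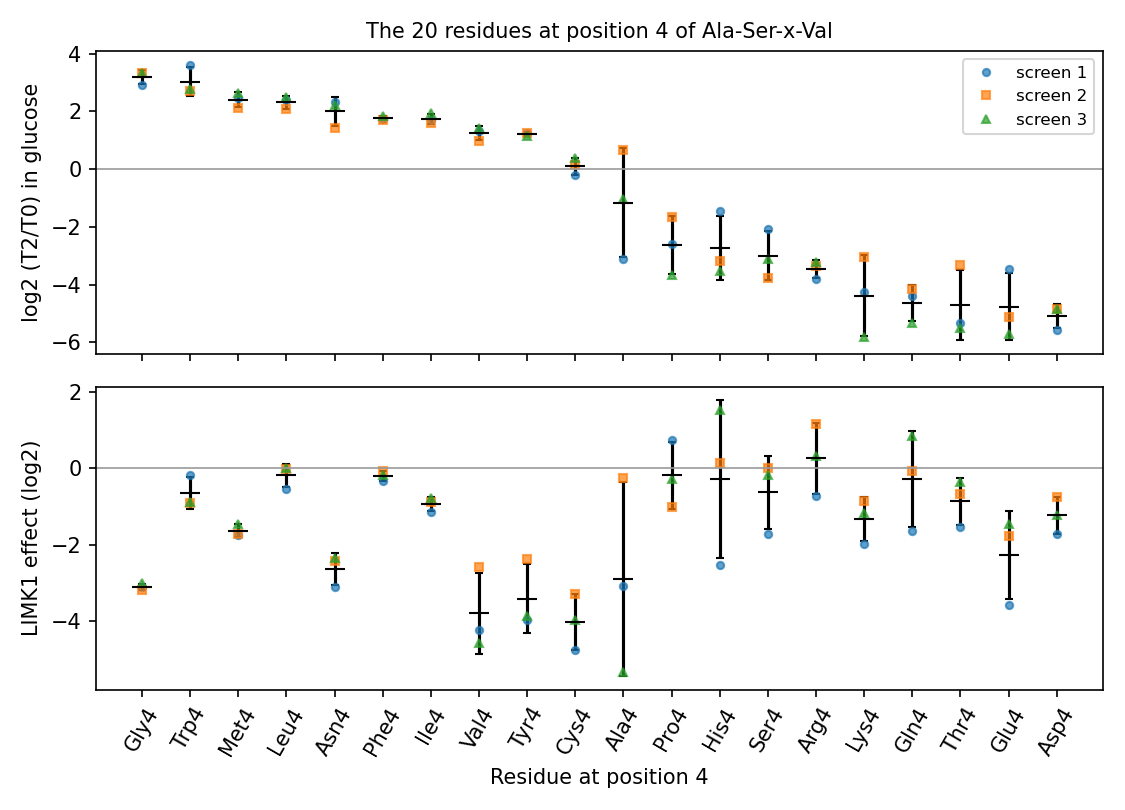
Values of the 20 sequences ASxV. Top, log2 change of the fraction of reads from T0 to T2 in glucose. Bottom, LIMK1 effect. Points are screens, with mean and SD (n = 3). The zero lines depend on the scaling: with DESeq2's size factors Ala4, Pro4, Ser4, His4 and Arg4 lie above 0 in the top panel, and relative to charged residues at position 5 Lys4 does too. In the bottom panel Leu4, Phe4 and Trp4 lie above 0 with DESeq2's size factors, as do Pro4, Ser4, Gln4 and His4.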

**Fig. 3:**
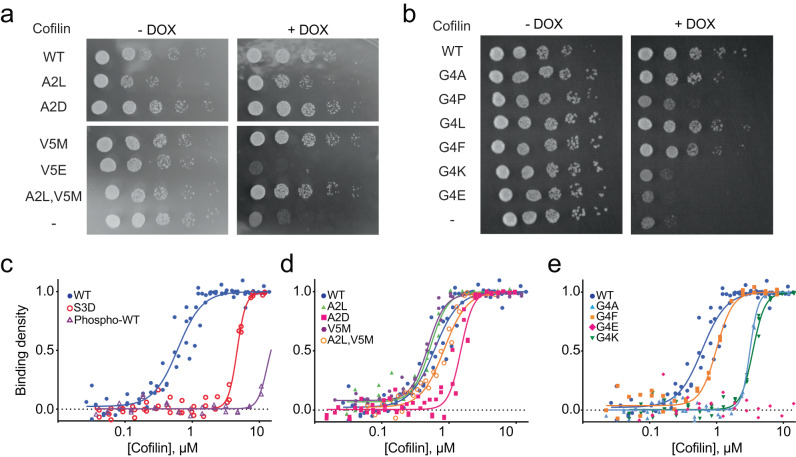
Impact of cofilin N-terminal mutations on yeast growth and actin binding. **a**, **b** Growth assay comparing cofilin mutants containing substitutions of residues Ala2, Gly4, or Val5. Images representative of *n* = 3 independent experiments. DOX, doxycycline. **c**–**e** Pyrene quenching assays comparing cofilin^WT^ to the indicated cofilin mutants. Actin concentration pre-polymerization was 1 µM. Independent biological replicates for binding assays are as follows: cofilin^WT^ (*n* = 4), cofilin^A2L^ (*n* = 3), cofilin^A2D^ (*n* = 4), cofilin^S3D^ (*n* = 3), phospho-cofilin^WT^ (*n* = 2), cofilin^G4A^ (*n* = 3), cofilin^G4F^ (*n* = 2), cofilin^G4E^ (*n* = 2), cofilin^G4K^ (*n* = 3), cofilin^V5M^ (*n* = 3), and cofilin^A2L,V5M^ (*n* = 2). Source data are provided as a Source Data file.

We next examined how the ability of a cofilin variant to support growth correlated with its biochemical behavior in vitro. We expressed and purified cofilin mutants using a system that produces untagged protein with the native N-terminal sequence (initiating with Ala2 or the desired substitution). We initially evaluated the panel of mutants for binding to actin filaments measured in a fluorescence quenching assay and further analyzed a subset of these mutants for their capacity to sever actin filaments in a TIRF microscopy-based assay. Phosphorylated cofilin^WT^ and phospho-mimetic cofilin^S3D^ were used as weak binding controls^25,28,36^. We used the cofilin concentration producing half-maximal occupancy (*K*_0.5_) as a proxy for relative overall binding affinity^37^. Cofilin^WT^ bound to actin filaments with a *K*_0.5_ value of approximately 0.6 µM (Fig. 3c–e, Table 1), whereas cofilin^S3D^ required ~8-fold higher concentrations to bind actin filaments. As anticipated, phosphorylated cofilin^WT^ displayed almost no detectable binding at the concentrations tested. Almost all mutants that had supported growth on solid media, including the G4F, A2D, V5M, and the double mutant A2L/V5M, displayed actin binding comparable to cofilin^WT^ (Fig. 3), and where tested, these mutants likewise severed actin filaments similarly to WT (Supplementary Figs. 6 and 7). Cofilin^G4A^, which supported growth at a lower rate than cofilin^WT^, showed somewhat weaker actin binding (*K*_0.5_ = 3.2 μM), as did the G4K variant that failed to support growth (*K*_0.5_ = 3.5 μM). Of all variants tested, only cofilin^G4E^ showed essentially no binding to actin filaments (Fig. 3e), and accordingly, it had no detectable severing activity (Supplementary Fig. 6). Consistent with its low level of expression in yeast, cofilin^V5E^ formed soluble aggregates when expressed in bacteria, and we were unable to isolate monomeric protein. Overall, we found a general correlation between yeast growth rate and actin binding, with a threshold *K*_0.5_ of ~2 μM being required to support maximal growth.

### Identification of cofilin variants inhibited by LIMK1

To identify cofilin variants susceptible or resistant to LIMK1, we examined the relative abundance of functional variants in our screen following induction of the kinase by growth in galactose. We noted that depletion of the cofilin^WT^ sequence from the culture lagged 1–2 population doublings behind the induction of LIMK1. 

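Up to T1, ASGV gained as much in galactose as in glucose (log2 change from T0 2.61, SD 0.16, and 2.53, SD 0.22, n = 3 screens). From T1 to T2 its change was −0.67 in galactose (SD 0.25) and 0.65 in glucose (SD 0.46), and from T2 to T3 it was −1.33 (SD 0.11) and 0.47 (SD 0.31). In galactose ASGV had 340 reads per 1000000 at T1, 213 at T2 and 85.1 at T3 (SD 39.3, 11.7 and 6.05). RSGV followed the same course in galactose, with 2.78 (SD 0.12), −1.07 (SD 0.37) and −1.19 (SD 0.50). ATGV, with Thr3, went from 257 to 577 and 735 reads per 1000000 in galactose (SD 29.7, 126 and 117).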

We, therefore, followed variant representation from this time point onward over the course of 10 population doublings in the presence of either glucose or galactose (Fig. 1e), and we ranked sequences by the log_2_ fold change in abundance. 

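By edgeR, the LIMK1 effect was below 0 for 1583 variants and above 0 for 571. Of the lower ones, 1356 had Ser3 and 1021 had also risen in glucose, and of the higher ones 466 had Thr3 and 347 had risen. ASGC (−5.25, SE 0.59, adjusted p = 1.8e-17), DSGI (−4.92, SE 0.37, 2.6e-38), RSGL (−4.89, SE 0.36, 3.2e-40) and PSEQ (−4.87, SE 0.94, 3.9e-06) were among the lowest. PSGG went from 6, 18 and 19 reads at T1 to 0 at T3 in galactose in the 3 screens (2.1e-05). Both PSEQ (−2.48, adjusted p = 0.00152) and PSGG (−2.29, 7.2e-04) had fallen in glucose from T0 to T2 by edgeR. The highest were MTLH (2.95, SE 0.69, 3.0e-04), GTMG (2.68, SE 0.39, 2.7e-10), RSFG (2.66, SE 0.73, 0.00275), CSLH (2.61, SE 0.52, 9.6e-06) and CSLD (2.51, SE 0.43, 9.1e-08), with a hydrophobic residue at position 4. From T1 to T3 the fractions of all 5 shrank in glucose (log2 −2.35, −3.64, −2.72, −3.72 and −3.55) and less or not at all in galactose, and GTMG alone had a score above 0.

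With DESeq2's size factors 797 were higher and 717 lower, relative to charged residues at position 5 it was 189 and 1502, and with TMM 354 and 1113. Without the block for pairing within a screen 145 were higher and 1193 lower, and without screen 2 or 3 edgeR called 311 or 143 higher.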

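From T1 to T3, 2460 sequences had a mean change above 0 in glucose, and 776 of them (31.5%) one below 0 in galactose. In single screens this share was 35.2%, 34.1% and 33.1% (SD 1.06 points). The log2 of the mean ratio was 1.12 for ASGV in glucose and −1.98 in galactose, 1.63 and 1.51 for ATGV, and 0.92 and 0.75 for ASLV. Among the 1120 with Ser3, 656 were below 0 in galactose (58.6%, and 57.8% to 63.3% in single screens). With sequences chosen by their score from T0 to T2, 2037 were below 0 in galactose (49.7%). The number was 2261 with TMM (35.3%), 2251 with DESeq2's size factors (27.7%) and 3982 relative to charged residues at position 5 (43.8%).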

We found that approximately 1/3 of functional cofilin sequences (those enriched in glucose) became depleted in the presence of galactose, suggesting that they were phosphorylated and inhibited by LIMK1, with the remaining 2/3 persisting in the presence of galactose and thus presumably resistant to LIMK1 expression (Fig. 4a, Supplementary Fig. 8, and Supplementary Data 2). 

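Sequences with a score above 0 in glucose from T0 to T2, called functional here, had a median LIMK1 effect of −1.36 with Ser3 (SD 0.23, n = 3 screens) and 0.34 with Thr3 (SD 0.11). By edgeR, 1097 of the 1833 with Ser3 were lower and 72 higher. Medians with Ser3 were −3.70 for Gly4 (SD 0.37, 171 of 176 lower), −3.40 for Ala4 (SD 0.87, 66 of 67) and −3.33 for Ser4 (SD 0.66, 57 of 57). Of all 1200 Ser3 variants with a small residue there 361 were lower (403 over the list alone), and 294 of these were functional. Among the sequences that gained in glucose but lost in galactose from T1 to T3, 84.5% had Ser3 (80.0% to 82.8% in single screens). Of these 656, 192 had Gly4, Ala4 or Ser4 (29.3%), and the loss was found with Gly4 in 144 of 145, Ala4 in 24 of 25, Asn4 in 68 of 71, Cys4 in 54 of 57 and Tyr4 in 64 of 68. Of the 1684 that gained in both, 1020 had Ile, Leu, Met, Phe, Tyr or Trp at position 4 (60.6%), as did 1330 of all 2460 that gained in glucose. With Ser3 these residues made up 94.0% of those that gained in both and 37.8% of those that lost in galactose, and with Thr3 47.9% and 51.7%, the latter mostly Tyr4. Leu4 or Phe4 made up 50.2% and 5.95% with Ser3, and 21.1% and 2.50% with Thr3. From the loss in galactose of sequences enriched in glucose, the paper proposes that LIMK1 phosphorylated and inhibited them.

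**Figure D2:**
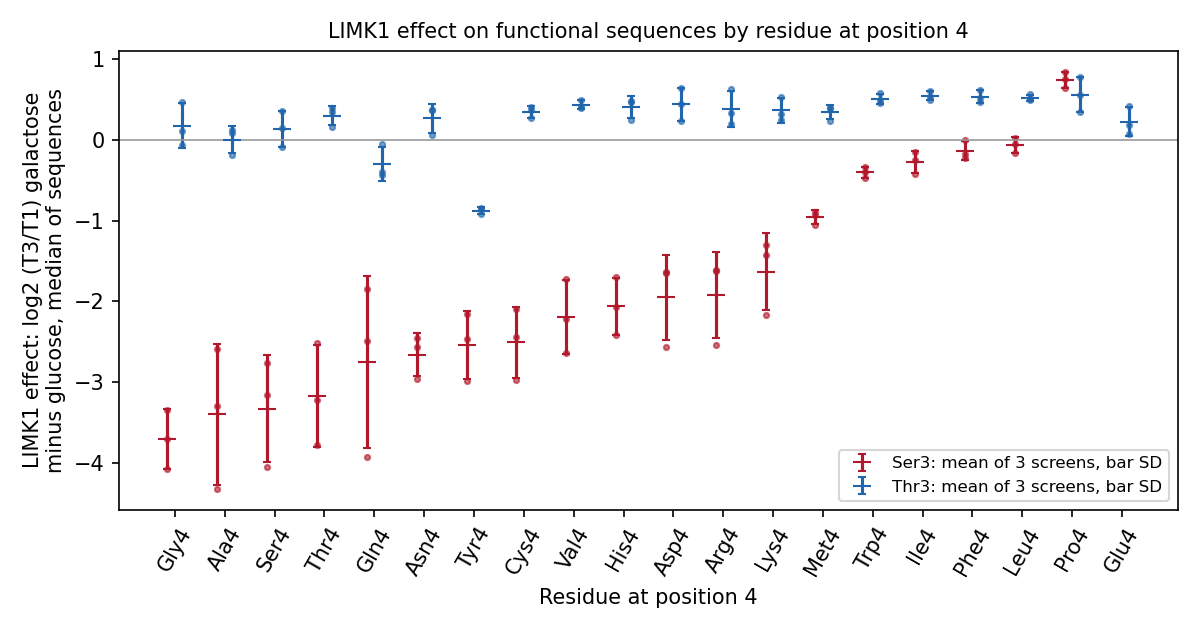
LIMK1 effect of functional sequences by the residue at position 4, for Ser3 (red) and Thr3 (blue). Points are medians of single screens, with mean and SD (n = 3). The zero line depends on the scaling: with TMM or DESeq2's size factors the medians of Ser3 sequences with Leu4, Phe4 and Ile4 lie above 0, and with DESeq2's size factors that of Trp4 too.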

Functional sequences depleted in galactose overwhelmingly had Ser3 as the phosphoacceptor residue and were dominated by small residues at the Gly4 position, while conversely, the majority of LIMK1-resistant sequences contained Thr3 and large hydrophobic residues (primarily Leu and Phe) in position 4 (Fig. 4b, c and Supplementary Fig. 8).

**Fig. 4:**
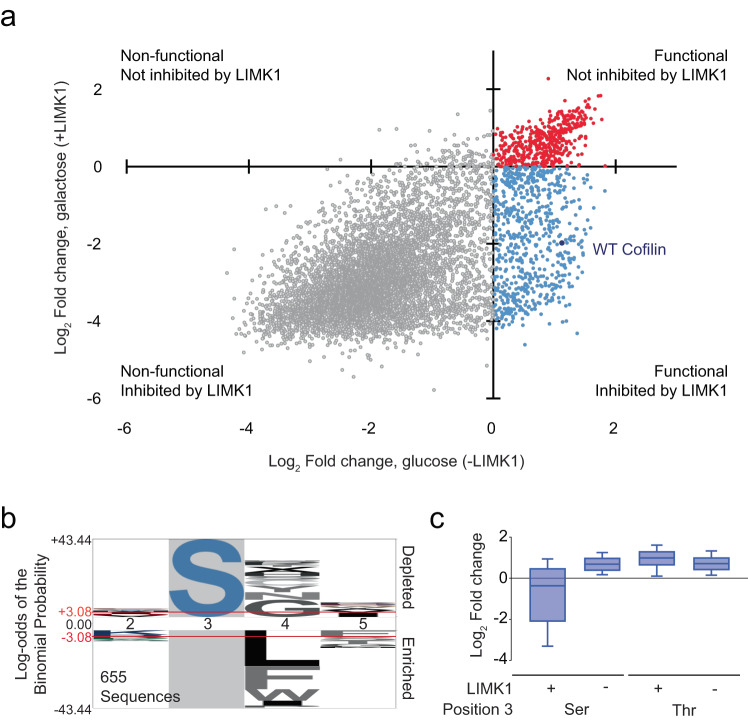
Cofilin library screen results for yeast growth rescue with and without LIMK1. **a** Scatter plot depicting the change in representation of Ser3 cofilin library sequences with and without LIMK1 expression. Data points show average enrichment in glucose and galactose across three independently performed replicates. **b** Logo of sequences supporting growth in yeast but are selectively inhibited by LIMK1 (lower right quadrant in panel **a**) on the background of all sequences that support yeast growth in the absence of LIMK1 (upper and lower right quadrants in panel **a**). **c** Distribution of cofilin sequences by enrichment scores with and without LIMK1 expression according to the identity of the phosphoacceptor residue. Each distribution includes *n* = 8000 sequences, and values are the average from three independent screens. Box plots indicate the median (middle line), 25th and 75th percentile (box), and 10th and 90th percentile (whiskers). Source data is found in Supplementary Data 2.

We initially examined the impact of phosphorylation site residue substitutions LIMK1-induced phosphorylation and growth inhibition in yeast (Fig. 5a). In contrast to yeast expressing cofilin^WT^ (with Ser3), those expressing cofilin^S3T^ were unaffected by LIMK1 induction and grew similarly to yeast harboring cofilin^S3A^. Because our cofilin library did not include Tyr3 variants, we also examined the growth of yeast expressing cofilin^S3Y^. While cofilin^S3Y^ only partially rescued growth in the presence of DOX, growth was further inhibited by galactose-induced expression of LIMK1. Matching these observations, both cofilin^WT^ and cofilin^S3Y^ became phosphorylated upon LIMK1 induction (Fig. 5b) as judged by mobility shift on Phos-tag SDS-PAGE, while only a trace amount of cofilin^S3T^ phosphorylation was observed. In similar experiments performed with yeast expressing the hyperactive LIMK1^CAT^, cofilin^S3T^ was still phosphorylated to only a small extent and fully supported growth (Supplementary Fig. 9). Consistent with these results and a recent report^30^, LIMK1 phosphorylation of cofilin in vitro was blocked by either S3A or S3T mutation and was reduced but not eliminated when Ser3 was substituted with Tyr (Fig. 5c). LIMK2 was similarly unable to phosphorylate cofilin^S3T^ (Supplementary Fig. 9d), indicating that this strong phosphoacceptor residue preference is conserved across isoforms. Collectively, these results confirm that while LIMKs are dual-specificity kinases in the sense that they can phosphorylate both Ser and Tyr, they are almost entirely devoid of activity on Thr residues.

**Fig. 5:**
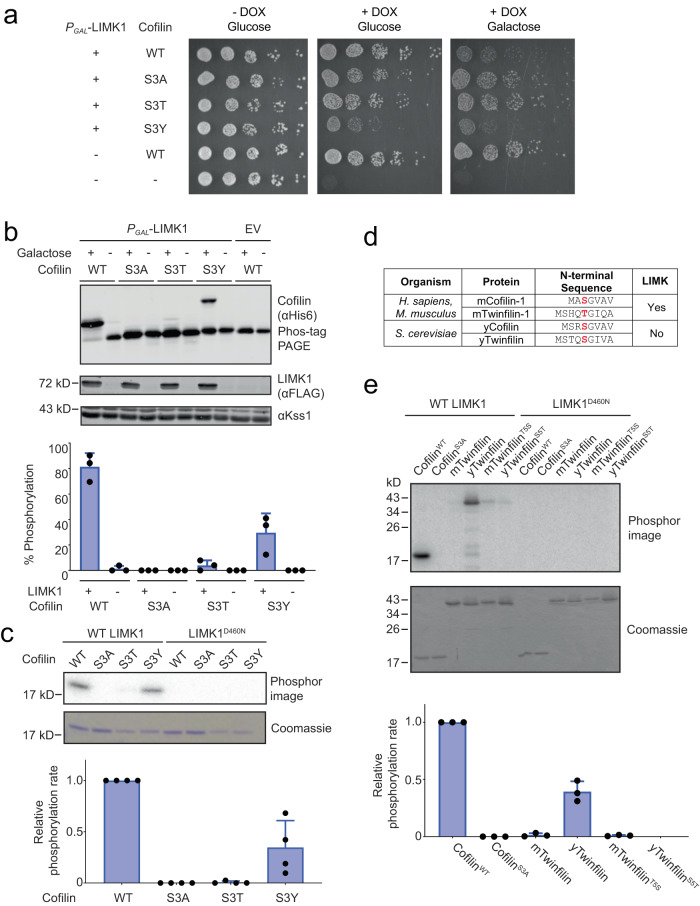
Effects of cofilin Ser3 substitutions on phosphorylation by LIMK1. **a** TeTO_7_-*COF1* yeast expressing the indicated human cofilin-1 mutants were grown in the presence of doxycycline to repress endogenous Cof1 expression and/or galactose to induce LIMK1 expression. Images are representative of *n* = 3 independent experiments. DOX, doxycycline. **b** Immunoblots with the indicated antibodies of lysates corresponding to yeast plated in (**a**). Samples in the cofilin blot were separated on Phos-tag SDS-PAGE to resolve phosphorylated (upper band) from unphosphorylated protein (lower band). Kss1 serves as a loading control. The chart shows the fraction of cofilin phosphorylated, calculated from quantified intensities of the upper and lower bands. Data are presented as mean values ± SD for *n* = 3 independent experiments. **c** In vitro radiolabel kinase assay comparing phosphorylation of purified cofilin (2 µM) by LIMK1^CAT^ (2 nM) for 10 min at 30 °C. The catalytically inactive LIMK1^D460N^ kinase domain serves as a negative control. The chart shows the quantification of phosphorylation rates of cofilin mutants normalized to cofilin^WT^. Data are presented as mean values ± SD for *n* = 4 independent experiments. **d** N-terminal sequences of mammalian and yeast isoforms of cofilin and twinfilin. **e** In vitro radiolabel kinase assay showing phosphorylation of the indicated forms of cofilin-1 or twinfilin (2 µM) by LIMK1 kinase domain (2 nM) for 10 min at 30 °C. LIMK1^D460N^ kinase domain serves as a negative control. The graph shows the quantification of phosphorylation rates normalized to cofilin^WT^. Data are presented as mean values ± SD for *n* = 3 independent experiments. Source data are provided as a Source Data file.

Cofilin/ADF proteins are members of a larger family of actin-binding proteins having an ADF fold. Theoretically, other ADF domain proteins could be regulated by phosphorylation at sites analogous to Ser3. For example, the N-terminal region of twinfilin proteins, which consist of two ADF domains arranged in tandem, has a potential phosphoacceptor residue at position 5, analogous to cofilin Ser3 (Fig. 5d). Notably, this residue is Thr in mammalian twinfilins, but is a Ser in the single ortholog from budding yeast, which lack LIMKs. Furthermore, key features of the LIMK docking region of cofilin centered on helix α5 are conserved to the N-terminal ADF domain of twinfilin (Supplementary Fig. 10)^29^. We therefore wondered whether the identity of the phosphoacceptor residue might serve to insulate twinfilin from phosphoregulation by LIMKs. We examined if LIMK1 could phosphorylate mouse or budding yeast twinfilin in vitro and whether phosphorylation was influenced by the identity of the putative phosphoacceptor. We found that LIMK1 robustly phosphorylated budding yeast twinfilin at ~40% of its cofilin phosphorylation rate yet had barely detectable activity on mouse twinfilin-1 (Fig. 5e). As anticipated, substituting Ser5 of yeast twinfilin with Thr abolished phosphorylation, confirming Ser5 to be the site of LIMK1 phosphorylation and suggesting flexibility in the identity of that residue in an organism lacking LIMKs. However, LIMK1 did not substantially phosphorylate mouse twinfilin-1^T5S^, indicating a Ser phosphoacceptor residue is necessary but not sufficient for LIMK phosphorylation of ADF fold proteins. Collectively these results suggest that insulating twinfilin from inhibition by LIMK1 involves both the phosphoacceptor and additional structural features that prevent phosphorylation.

### Identification of phosphoregulatory constraints on the cofilin N-terminal sequence

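Of the 1684 sequences that gained in glucose and in galactose from T1 to T3, 1220 had Thr3 (72.4%, SD 2.01 points over screens). In 1634 pairs functional with both acceptors, the LIMK1 effect of the Ser3 form minus that of the Thr3 form had a median of −1.61 (SD 0.25, n = 3 screens). ASGV was at −3.11 by edgeR (SE 0.20, adjusted p = 4.2e-53) and its Thr3 form ATGV at −0.07 (SE 0.18, 0.812). Over all 8000 pairs, limma found Thr3 higher in 752 and Ser3 higher in 19 (1939 and 238 at an unadjusted p under 0.05). Without any 1 screen limma found 0, while 1467, 1482 and 1536 pairs had Thr3 higher at an unadjusted p under 0.05.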

In our screen, LIMK1-resistant variants were dominated by those having a Thr phosphoacceptor residue. However, Ser3 sequences having Leu, Phe, or Trp at position 4 also persisted despite LIMK1 expression, while Ser3 sequences depleted upon LIMK1 induction were enriched for Gly and other small residues at position 4 (Fig. 4b). 

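Among functional Ser3 sequences, 100 of the 524 with Leu4, Phe4 or Trp4 were lower with LIMK1 by edgeR, 32 were higher and 392 did not pass the test. Over all 1200 such variants, 110 were lower and 46 higher (109 and 46 over the list alone). The median LIMK1 effect of the 524 functional sequences was −0.19 (SD 0.04, n = 3 screens), and it was 0.16 with TMM and 0.64 with DESeq2's size factors. The median with small residues at position 4 minus this one was −3.34 (SD 0.53), below 0 in every screen, and exact permutation of 3 paired screens cannot go under p = 0.25. Of the Ser3 sequences that gained in glucose from T1 to T3, 143 of 168 with Leu4, 90 of 104 with Phe4 and 90 of 127 with Trp4 also gained in galactose. The median of Ser3 minus Thr3 partners was −0.68 for Leu4 (SD 0.11), −0.67 for Phe4 (SD 0.16) and −0.94 for Trp4 (SD 0.03), compared with −3.96 for Gly4 (SD 0.56). ASLV (−0.19, SE 0.23, adjusted p = 0.619) and ASFV (−0.20, SE 0.23, 0.597) did not pass the test.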

We confirmed in growth assays on solid media that cofilin^G4L^ and cofilin^G4F^, but not cofilin^G4A^, protected yeast from LIMK1-induced growth inhibition (Fig. 6a, Supplementary Fig. 11). The most straightforward explanation for these results would be if variants with bulky hydrophobic residues at position 4 were poor substrates of LIMK1. However, we found instead that cofilin^G4L^ and cofilin^G4F^ became highly phosphorylated upon expression of LIMK1 in yeast, as did cofilin^G4A^ (Fig. 6b, c). Furthermore, LIMK1 phosphorylated cofilin^G4A^, cofilin^G4L^, and cofilin^G4F^ at rates faster than cofilin^WT^ in vitro, while cofilin^G4P^ was not detectably phosphorylated (Fig. 6d). A comparison of steady-state kinetic parameters confirmed that cofilin^G4F^ (*k*_cat_ = 0.55 ± 0.05 s^−1^, *K*_M_ = 12 ± 3 µM) was a more efficient LIMK1 substrate than cofilin^WT^ (*k*_cat_ = 0.20 ± 0.03 s^−1^, *K*_M_ = 9 ± 3 µM) over the full range of substrate concentrations (Fig. 6f, g). Collectively these observations suggest that the lack of cofilin^G4F^ and cofilin^G4L^ growth phenotypes in yeast expressing LIMK1 were not due to reduced phosphorylation.

**Fig. 6:**
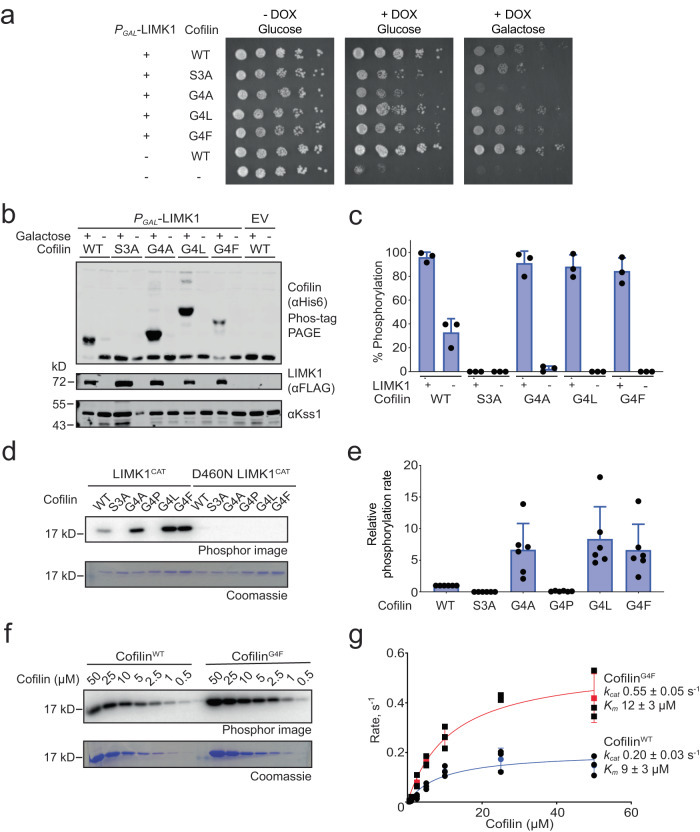
Effects of cofilin Glycine 4 substitutions on LIMK1 substrate suitability. **a** Yeast growth assay with the TeTO_7_-*COF1* strain expressing the indicated cofilin variants with or without LIMK1 expression. Representative of *n* = 3 independent experiments. DOX, doxycycline. **b** Immunoblots with the indicated antibodies of lysates corresponding to yeast plated in panel A separated by standard or Phos-tag PAGE. EV, empty vector. **c** Quantification of immunoblots measuring the fraction of total cofilin phosphorylated by LIMK1. Error bars show SD for *n* = 3 independent experiments. **d** In vitro radiolabel kinase assay comparing phosphorylation of purified 2 µM cofilin by 2 nM LIMK1 kinase domain for 10 min at 30 °C. The catalytically inactive LIMK1^D460N^ kinase domain serves as a negative control. **e** Quantification of phosphorylation rates of cofilin mutants normalized to cofilin^WT^. Error bars show SD for *n* = 6 independent experiments. **f** In vitro radiolabel kinase assay comparing phosphorylation of cofilin^WT^ and cofilin^G4F^ by 2 nM LIMK1 kinase domain across a range of concentrations. Reactions performed for 10 min at 30 °C. **g** Quantification of phosphorylation rates of cofilin mutants. Error bars show SD for *n* = 3 independent experiments. Kinetic parameters include SE for *k*_cat_ and *K*_*m*_. Source data are provided as a Source Data file.

As neither cofilin^G4F^ nor cofilin^G4L^ was impaired as a LIMK1 substrate, an alternative explanation for their ability to support growth in the presence of LIMK1 is that those mutations alleviate the inhibitory effect of Ser3 phosphorylation. To investigate this possibility, we used cofilin variants harboring a phosphomimetic S3D mutation to model constitutive phosphorylation. Consistent with its inability to sever actin, cofilin^S3D^, as previously shown^24^ was unable to support yeast growth (Fig. 7a). In contrast, yeast expressing cofilin^S3D,G4F^ or cofilin^S3D,G4L^ grew at equivalent rates to those expressing their respective Gly4 single mutant. When examined in vitro, both cofilin^S3D,G4F^ and cofilin^S3D,G4L^ bound actin similarly to their non-phosphomimetic counterparts, effectively correcting the S3D substitution (Fig. 7b). Together, these results suggest that the presence of a large hydrophobic residue immediately downstream of the phosphoacceptor residue uncouples cofilin inhibition from phosphorylation. Accordingly, the absolute conservation of a Gly residue at position 4 may be due at least in part because it is required for phosphoregulation of actin-binding and severing.

**Fig. 7:**
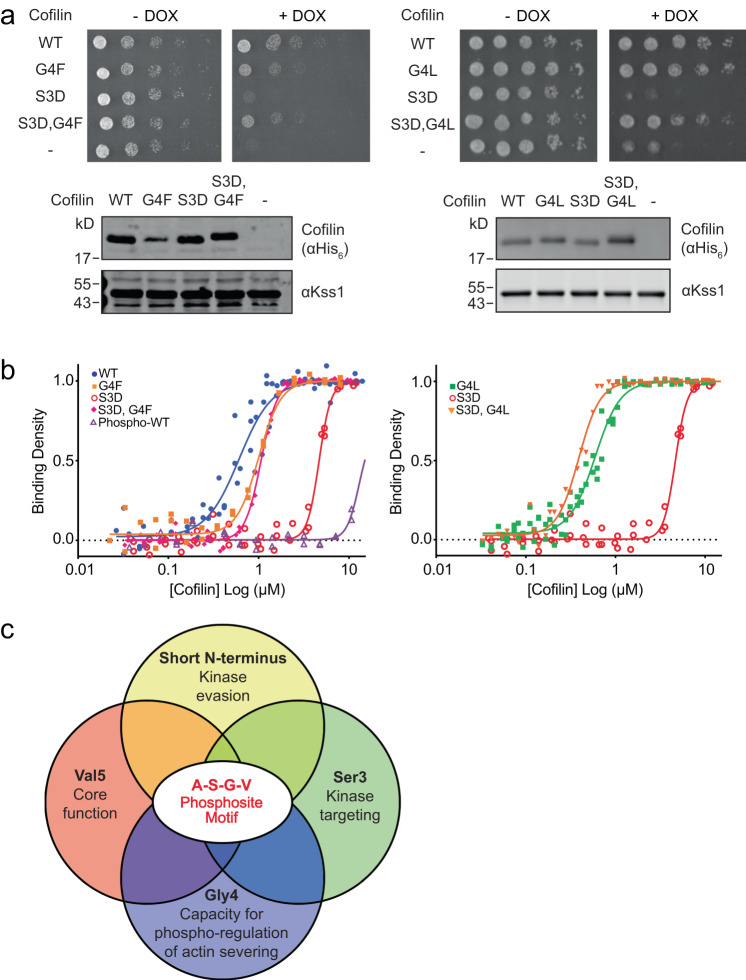
Cofilin Gly4 mutations counter the inhibitory effects of phosphomimetic S3D substitution. **a** Yeast growth assays with TeTO_7_-*COF1* strain expressing the indicated cofilin variants in the presence or absence of doxycycline (DOX). Immunoblots of cofilin protein levels are shown below, with Kss1 as a loading control. Images are representative of *n* = 3 independent experiments. **b** Pyrene quenching assays comparing cofilin^WT^ to cofilin variants with a phosphomimetic substitution or phosphorylation modification at residue Ser3. Actin concentration pre-polymerization was 1 µM. WT, S3D, and G4F single mutant data are the same as shown in Fig. 3 and are included here for comparison. Binding parameters are listed in Table 1. Independent biological replicates for binding assays are as follows: cofilin^WT^ (*n* = 4), cofilin^S3D^ (*n* = 3), phospho-cofilin^WT^ (*n* = 2), cofilin^G4F^ (*n* = 2), cofilin^S3D,G4F^ (*n* = 3), cofilin^G4L^ (*n* = 6), and cofilin^S3D,G4L^ (*n* = 3). **c** Overlapping constraints promoting conservation of the cofilin phosphosite motif sequence. Source data are provided as a Source Data file.

## Discussion

Cofilin regulation of actin depolymerization is essential for normal cytoskeletal function^10–12^. Much of the functional regulation of cofilin converges on its N-terminal site of phosphorylation, yet how this short four amino acid stretch simultaneously impacts its relationship with its regulators, the LIM kinases, and its effector, actin, has not been explored. We used a yeast-based dual-functionality screen of a cofilin N-terminal sequence library and subsequent functional analysis to simultaneously determine the fitness of all possible combinations of N-terminal residues and to assess the importance of each of these amino acids. We identified features required for the maintenance of cofilin core functionality, targeting of cofilin phosphorylation by its kinases, evasion of non-cognate kinase phosphorylation, and phosphoregulation of its ability to bind and sever actin. We found that each aspect of cofilin functionality is mediated by distinct sequence features of its N-terminal sequence, which collectively restrain sequence variation across the entire tail (Fig. 7c).

This system allowed us to simultaneously determine the fitness of all possible combinations of N-terminal residues. Previous mutagenesis library screens have similarly used yeast growth as a readout for kinase activity and docking interactions^38–40^. Other approaches, such as phage display or droplet-based screening, could theoretically allow high-throughput analysis of actin binding, with a potential advantage of consistent levels of expression and a single readout^41^. However, it would be difficult to conduct large-scale in vitro screens examining actin severing or phosphorylation by LIMK. Some potential advantages of our approach are that all interactions occur in a eukaryotic cellular environment, that selection requires actin severing (and not simply binding) activity, and that we are able to simultaneously screen for cofilin function and regulation by LIMK.

Given the high degree of conservation of the cofilin N-terminal sequence, we were surprised to find relatively loose constraints on the sequence for maintaining sufficient activity to support growth. 

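In a model of the log2 change from T0 to T2 with the residue at each position, position 5 accounted for 54.2% of the variance among variants (SD 1.71, n = 3 screens). Position 4 accounted for 10.1% (SD 0.266), position 2 for 3.46% (SD 0.248) and position 3 for 0.539% (SD 0.0528). Of the 20 residues at position 5, 6 were over-represented and 12 under-represented among sequences with a score above 0.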

The deleterious effect of most substitutions was largely due to selectivity for aliphatic and β-branched amino acids at the fifth position. This range of residues is reflected in various cofilin orthologs, including those from mammals (Val), *Arabidopsis* (Met), maize (Leu), *Acanthamoeba* (Ile), and starfish (Thr)^24,42,43^. In all three-dimensional structures of cofilin solved to date, the sidechain of this residue contacts the cofilin globular domain, suggesting that it may stabilize the protein (Supplementary Fig. 12). Indeed, cofilin^V5E^ aggregated readily during expression and purification. The suitability of variants at other positions was not readily predicted from known structures. For example, despite allowing interaction with actin, the presence of bulky residues in place of Gly4 is incompatible with the actin-binding mode observed by cryo-EM and would thus require an alternative conformation. By contrast, a more conservative G4A substitution was deleterious. 

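ASAV had a log2 change of −1.12 (SE 0.77, adjusted p = 0.156 by edgeR), so that it did not pass the test. Its reads at T0, T1 and T2 in glucose were 206, 696 and 44 in screen 1, 518, 1617 and 1715 in screen 2, and 227, 696 and 179 in screen 3. The log2 change was above 0 with TMM (1.79), DESeq2's size factors (2.98) and relative to charged residues at position 5 (3.43), and with the end at T1 (1.08). These values are relative to the pool and not to ASGV, which was at 3.18 by edgeR (SE 0.24). In the 3 screens ASAV was at −3.12, 0.67 and −1.03, below ASGV at 2.89, 3.31 and 3.32. Scaling does not change this gap within a screen. The paper also reports slower growth on plates and weaker actin binding for G4A. Over all residues at positions 2, 3 and 5, 125 of 800 Ala4 variants rose and 589 fell, and 21.0% had a score above 0.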

Substitutions to Ala2 were most tolerated overall and had little effect on cofilin severing activity. This residue is absent from *Acanthamoeba* actophorin and is thus dispensable for actin binding^44^. 

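All 20 sequences xSGV rose in glucose by edgeR, also when adjusted over the list alone. Their log2 changes ran from 0.84 for FSGV (SE 0.37, adjusted p = 0.0248) to 3.57 for YSGV (SE 0.23, 4.5e-49), with a median of 3.01 (SD 0.15, n = 3 screens). DSGV, named in Table 1, was at 2.54 (SE 0.23, 2.1e-27).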

We conjecture that the conservation of small residues at this position may be important for maintaining N-terminal processing that would be dispensable in the context of our screen. We note that in our viability-based screen, variants promoting the fastest growth would not necessarily be those that bind actin with the highest affinity and that a hyperactive cofilin could be deleterious for growth. However, when examined individually, mutations that imparted fitness defects consistently reduced actin binding, and there was a general correlation between rank in the screen and affinity. 

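Scaled to the reads of ASGV, 2377 of the 4099 sequences with a score above 0 fell by edgeR from T0 to T2, and 1722 did not pass the test. Of the 331 with Gly4, 112 fell, and of the 414 with Leu4, 146 fell. Not passing the test is not evidence that a sequence equals ASGV.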

Finally, we note that many variants capable of supporting growth did appear to have fitness defects evident in a pooled competitive growth format, but a large number were indistinguishable from the WT sequence.

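Among 2266 functional Thr3 sequences, 145 were lower with LIMK1 by edgeR (6.40%), 376 were higher and 1745 did not pass the test. From T1 to T3, 120 of the 1340 Thr3 sequences that gained in glucose lost in galactose (8.96%, and 11.7%, 10.6% and 12.2% in single screens). That share was 21.1% with TMM, 16.4% with DESeq2's size factors and 31.6% relative to charged residues at position 5. Apart from Tyr4, lower calls were most frequent with Gln4 (29 of 79) and Gly2 (28 of 98), groups chosen after the values were seen. By the loss in galactose from T1 to T3, Ala4 (16 of 63, exact binomial p = 0.0104) and Gly2 (13 of 46, 0.0162) were over-represented. Gln4 (4 of 29) did not pass that test.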

Our finding that almost all cofilin variants with a Thr3 phosphoacceptor residue were resistant to LIMK1 expression and our subsequent biochemical analysis agree with a recent report that cofilin^S3T^ could not be phosphorylated by LIMK^30^. 

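Functional Thr3 sequences with Tyr4 had a median LIMK1 effect of −0.88 (SD 0.04, n = 3 screens; −0.52 with TMM and −0.04 with DESeq2's size factors), and the other functional Thr3 sequences one of 0.36 (SD 0.11). The difference of −1.24 (SD 0.07) does not depend on the scaling. By edgeR, 80 of the 126 with Tyr4 were lower and 6 higher, and 89 and 8 of all 400 (93 and 10 over the list alone). Of the 120 Thr3 sequences that gained in glucose and lost in galactose from T1 to T3, 51 had Tyr4 (42.5%), out of 84 that gained in glucose (exact binomial p = 8.9e-28). In single screens the share was 29.9% to 31.5%, and it was 9.14% with TMM, 7.63% with DESeq2's size factors, 7.91% relative to charged residues at position 5 and 12.5% when chosen by score from T0 to T2. Of the 2140 functional Thr3 sequences without Tyr4, 65 were lower (3.04%). With other acceptors it was 3 of 97 for Ser4, 6 of 148 for Tyr2, 9 of 118 for Ser2 and 0 of 84 for Ser5. The median minus that of the other functional Thr3 sequences was −0.21 for Ser4 (SD 0.14), −0.06 for Tyr2 (SD 0.05) and −0.10 for Ser2 (SD 0.06). These were below 0 in every screen, as were Thr2 (−0.08) and Thr4 (−0.05). Ser5 was above 0 in every screen (0.49, SD 0.21), and Thr5 (−0.03, SD 0.13) had no single sign. With Ser3, 109 of 111 functional Tyr4 sequences were lower (median −2.54, SD 0.42).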

The few Thr3 cofilin sequences selectively depleted by LIMK1 were strongly enriched for Tyr residues at the adjacent position (~40% of sequences, Supplementary Fig. 13). As LIMK1 can efficiently phosphorylate cofilin^S3Y^, it would seem likely that these variants are phosphorylated on Tyr4 rather than Thr3^30^. Ser/Thr kinase phosphoacceptor specificity is canonically determined by the identity of the residue immediately downstream of the DFG motif in the kinase activation loop (DFG + 1), which appears to promote a conformation facilitating phosphate transfer^45^. However, due to the non-canonical nature of the interaction, cofilin Ser3 is too distant from the LIMK DFG + 1 residue for it to impart substrate specificity^29^. Furthermore, the relative openness of the LIMK active site and the flexibility of the cofilin N-terminus suggest that steric clashes with the Thr3 sidechain are unlikely to preclude phosphorylation. Alternatively, LIMK and cofilin^S3T^ may form a non-productive complex that sequesters the phosphoacceptor from the catalytic center. The majority of Ser/Thr kinases across species prefer Ser over Thr, potentially explaining why Ser3 is conserved even in organisms lacking LIMK^46^.

In addition to optimizing a substrate for its cognate kinase, a phosphorylation site sequence may also be tuned to avoid the large number of other kinases present within the cell. For example, autophosphorylation sites in the human epidermal growth factor receptor appear to be suboptimal as a means to avoid phosphorylation by multiple non-receptor Tyr kinases^5^. As most kinases make extended interactions on either side of the phosphosite, the location of Ser3 so close to the cofilin N-terminus may facilitate evasion of non-cognate kinases^47^. By contrast, LIMK-cofilin binding does not require these canonical interactions, as demonstrated by its ability to phosphorylate the N-terminal Ser1 of actophorin^43^. Notably, the extended N-terminal sequences of yeast and plant cofilin orthologs may facilitate a more canonical mode of interaction in organisms lacking LIMKs. By a similar token, because it lacks selective pressure to evade LIMKs, yeast twinfilin can be an efficient LIMK substrate, which we could attribute to its Ser phosphoacceptor. Because LIMK-induced growth suppression appears entirely reversed in the context of a cofilin S3A mutation, twinfilin phosphorylation does not appear to confer a growth defect, but its potential phosphoregulation under other conditions warrants further investigation. Though conservation of Thr at the N-terminus of mammalian twinfilin does not appear necessary to evade phosphorylation by LIMK, it may contribute to its insulation from other pathways.

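With Ser3 and Pro4, the median LIMK1 effect of 38 functional sequences was 0.74 (SD 0.10, n = 3 screens), 12 being higher by edgeR, 1 lower and 25 not passing the test. With Thr3 and Pro4 the median of 76 functional sequences was above 0 too (0.56, SD 0.22), 17 being higher and 0 lower. Of all 400 Ser3-Pro4 variants, 17 were higher and 9 lower (9 and 4 over the list alone). The Ser3 form exceeded its Thr3 partner by a median of 0.39 (SD 0.18), while each other residue at position 4 with at least 20 pairs put the Ser3 form lower. In a limma model of all residues, chosen after the values were seen, Pro4 raised the Ser3 effect relative to Thr3 by 2.31 (SE 0.13, adjusted p = 7.4e-04), and Gly4 had the lowest term (−1.72, SE 0.06, 2.8e-04). Without screen 3 limma found 0 of the 49 terms, with 7 higher and 10 lower at an unadjusted p under 0.05. ASPV did not pass the test (−0.15, SE 0.76, 0.912).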

Save for the exclusion of Pro residues, LIMK1 was promiscuous with respect to the sequence surrounding the cofilin phosphorylation site, consistent with a prior report examining a small panel of mutants^48^. Indeed, LIMK-resistant sequences having bulky hydrophobic residues in place of Gly4 were phosphorylated faster by LIMK1. Our observation that G4F and G4L substitution can correct the phosphomimetic S3D mutation in vitro and in cells suggests that Gly4 is critical for cofilin to be regulated by phosphorylation. We postulate that this phenomenon underlies the widespread conservation of Gly4 in all cofilins. How might Gly4 optimize phosphoregulation? In molecular dynamics (MD) simulations, Ser3-phosphorylation or S3D mutation increases the dynamics of the N-terminal region and compromises its docking to actin^25^. A flexible Gly4 residue could be required for phosphorylation to increase dynamics, which may contribute substantially to the undocking of the N-terminus. Alternatively, if the hydrophobic binding site for the N-terminal tail repels a charged phospho-Ser3, the sidechain of Leu or Phe could recapitulate the N-terminal binding interaction if bound in a distinct conformation. It has also been suggested that phospho-Ser3 participates in intramolecular interactions with one or more basic patches within the cofilin globular domain to sequester the N-terminus away from actin^49,50^. In this scenario, reducing the flexibility of the N-terminal sequence by Gly4 substitution might preclude these intramolecular interactions, leaving the N-terminus free to interact with actin through the canonical binding mode. Further research will be required to distinguish between these models. Overall, our studies reveal specific determinants of cofilin regulation and how it interacts with and severs actin filaments.

## Methods

### Plasmids

The high-copy constitutive yeast expression vector (pRS423-GPD) for His_6_-tagged human cofilin-1, the bacterial expression vector for N-terminally His_6_-SUMO-tagged human cofilin-1 (in pEBDuet28a), and the galactose-inducible yeast expression vectors (pRS415-GAL1) for N-terminally FLAG-tagged LIMK1^CAT^ and full length LIMK1 were previously described^29^. The cofilin-1 library and all cofilin mutants expressed in yeast using the pRS423-GPD vector were His_6_-tagged (MASHHHHHHGAGA) N-terminal to the initiator methionine. The bacterial expression vector for N-terminally His_6_-tagged human cofilin-1 was generated by excising the SUMO coding sequence from pEBDuet28a-His_6_-SUMO-cofilin-1 by Gibson assembly. The high-copy yeast expression vector for yeast Cof1 was generated by shuttling the genomic DNA fragment from pRS316-*COF1* (produced by Mark Hochstrasser’s laboratory)^34^ into the EcoRI site of pRS423. Bacterial expression vectors for GST-tagged mouse twinfilin-1 and yeast twinfilin were a gift from the Bruce Goode laboratory^51,52^. Point mutations in all plasmids were made by either QuikChange site directed mutagenesis or by Gibson assembly following amplification with mutagenic primers. Oligonucleotides used in this study for cloning and mutagenesis are provided in Supplementary Data 3.

To generate the cofilin-1 N-terminal mutagenesis library, an oligonucleotide pool spanning the region was synthesized with phosphoramidite trimer mixtures encoding all 20 amino acids at the sites encoding Ala2, Gly4, and Val5, and an ACC/AGC mixture (encoding a mix of Ser and Thr) in place of Ser3 (core DNA sequences encoding the four residues are provided in Supplementary Data 1, and the full sequence is provided in Supplementary Data 3). Oligonucleotides were PCR amplified and inserted into pRS423-GPD-His_6_-cofilin-1 plasmid using the 5’ BamHI restriction site upstream of the start codon and a 3’ SalI restriction site that was introduced by silent mutagenesis within the cofilin-1 coding sequence. Electrocompetent DH10β *E. coli* (Invitrogen ElectroMAX) were transformed with ligation products, providing at least 1000 transformants per library variant. Plasmid library DNA was recovered from the pool of transformed bacterial colonies, PCR amplified, and sequenced on an Illumina NovaSeq instrument to confirm the full representation of all variants.

### Cofilin library screening

The *S. cerevisiae* TeTO_7_-*COF1* strain^35^ (Horizon Discovery TH_5610) was transformed sequentially with pRS415-GAL1-FLAG-LIMK1 and the cofilin library plasmid pool and frozen in aliquots to conduct replicate screens. For each screen, transformed yeast was pooled and grown at 30 °C with shaking in liquid culture with selective media (SC-His-Leu) containing 2% glucose at a starting OD_600_ of 0.1. After 4–5 population doublings, a portion was diluted to an OD_600_ of 0.1 with SC-His-Leu media containing 2% raffinose and 10 mg/L DOX. After the culture reached an OD_600_ of 1–1.5, a portion was reserved for plasmid recovery (T_0_ sample), and the remaining culture was split and diluted into SC-His-Leu liquid media containing 10 mg/L DOX and either 2% glucose or 2% raffinose/1% galactose to OD_600_ = 0.1. Cultures were subjected to three growth and dilution cycles in which they were grown to an OD_600_ of 1–2 and diluted back to an OD_600_ of 0.1, saving a portion for plasmid recovery at each step (T_1_–T_3_ samples). After the screen was complete, plasmids were recovered from cell pellets using a QIAGEN Spin Miniprep kit. The N-terminal variable region of the plasmid pool was PCR amplified to attach sequencing adaptors and add barcodes, and sequenced on an Illumina NovaSeq instrument.

The relative representation of each cofilin variant at each timepoint was calculated by dividing the number of reads that variant by the total read count. The enrichment or depletion of a cofilin-1 library sequence in the absence of LIMK1 induction was calculated as the ratio of its relative representation at *T*_0_ and *T*_2_ in glucose. Enrichment or depletion following LIMK1 induction was calculated from timepoints T_1_ and T_3_ in glucose or galactose. Sequences were ranked by the average log fold changes in representation across three replicate screens. Data were processed using Microsoft Excel 16.75. Values in the heat map in Fig. 2 are the mean fold change of all library sequences containing the indicated residue at the position shown. Probability logos were generated using pLogo^53^ with the indicated sequences as the foreground and the full library as the background. Logos indicate the probability that the frequency of a given residue at each position is different from the background frequency of all sequences in the library.

### Immunoblotting

Yeast lysates were fractionated by either conventional SDS-PAGE or Mn^2+^ Phos-tag SDS-PAGE before transfer to polyvinylidene difluoride (PVDF) membranes. Phos-tag acrylamide gels were prepared with 12% acrylamide, 100 µM MnCl_2_, and 50 µM Phos-tag Acrylamide (Fujifilm AAL-107). Membranes were blocked with 5% powdered milk in Tris-buffered saline solution with 0.05% Tween-20 (TBST) for 2 h at room temperature and incubated with primary antibodies diluted 1:2000 in TBST containing 5% milk overnight at 4 °C. Primary antibodies included: anti-Penta-His (QIAGEN, #34650), anti-FLAG M2 (Sigma-Aldrich, #F3165), and anti-Kss1 (Santa Cruz, #sc-6775-R). Membranes were washed with TBST before incubation with fluorophore-labeled anti-mouse IgG (LI-COR Biosciences, #D10603-05) or anti-rabbit IgG (Invitrogen, #A21109) secondary antibodies at 1:20,000 dilution in TBST containing 5% bovine serum albumin (BSA) for 1 h at room temperature. Membranes were washed with TBST and imaged with an Odyssey CLx imager (LI-COR Biosciences). Fluorescence signals were quantified using Image Studio 5.2.5 software.

### Yeast growth assays

To evaluate the ability of cofilin variants to support growth, overnight cultures of TeTO_7_-*COF1* yeast transformed with the indicated expression vectors were diluted to OD_600_ of 0.1 in selective media and grown in a shaking incubator at 30 °C until 3–4 doublings had occurred. Portions of each culture were reserved for immunoblotting, and a series of 5-fold dilutions (OD_600_ range from 0.5 to 0.0008) were spotted onto SC-His agar plates with or without 10 mg/L DOX. Plates were incubated at 30 °C for 3–4 days before imaging. Lysates for immunoblotting were prepared by pelleting cells at 4700×*g* for 2 min and vortexing the cell pellet with glass beads in TCA extraction buffer (10 mM Tris, pH 8.0, 10% TCA, 25 mM NH_4_OAc, 1 mM EDTA). Proteins were pelleted by centrifugation and resuspended in 100 mM Tris (pH 11.0) with 3% SDS before boiling for 5 min. Protein concentrations were determined by BCA assay, and equal amounts were separated by SDS-PAGE and subjected to immunoblotting as described above.

The effect of LIMK1 expression on cofilin phosphorylation and yeast growth was evaluated using TeTO_7_-*COF1* yeast co-transformed expression vectors for the indicated cofilin variants and pRS415-GAL1-FLAG-LIMK1, pRS415-GAL1-FLAG-LIMK1^CAT^ or empty pRS415-GAL1 vector as a control. Yeast was grown overnight in SC-His-Leu containing 2% raffinose to derepress the GAL promoter, diluted to an OD_600_ of 0.1, and allowed to grow through 3–4 population doublings at 30 °C. A portion of the cells were spotted and grown as described above on SC-His-Leu agar plates containing 2% glucose, 2% glucose with 10 mg/L DOX, or 2% raffinose/1% galactose with 10 mg/L DOX. The remaining culture was split, and LIMK1 expression was either induced or repressed by adding galactose to 1% or glucose to 2%. After 12 h, equal OD_600_ units of each culture were pelleted, and lysates were prepared by TCA extraction as described above. Lysates were fractionated by both conventional SDS-PAGE and Mn^2+^ Phos-tag SDS-PAGE before immunoblotting.

### Protein purification

Human cofilin-1 variants were expressed in *E. coli* Rosetta(DE3) cells overnight at 16 °C by induction with 0.5 mM IPTG. Cells were pelleted, snap-frozen on dry ice/EtOH, thawed on ice, and resuspended in bacterial lysis buffer (20 mM Tris, pH 7.5, 140 mM NaCl, 1 mM DTT, 0.4% Igepal CA-630, 1 mM MgCl_2_, 200 µg/ml lysozyme, 10 µg/ml pepstatin A, Roche cOmplete protease inhibitor cocktail, and 30 U/ml DNAse 1). Cells were lysed by sonication and pelleted by centrifugation (13,870×*g* for 30 min at 4 °C). The supernatant was extracted and incubated with TALON affinity resin (Takara Bio) while rotating at 4 °C for 1–2 h. The resin was transferred to a gravity flow column, drained, and washed once with 0.5% Igepal CA-630 in PBS and once in 10 mM imidazole, 20 mM Tris, pH 8.0, 140 mM NaCl. His_6_-SUMO-tagged cofilin variants were washed an additional time with cofilin storage buffer (10 mM HEPES, 100 mM NaCl, 1 mM DTT, 10% glycerol) and eluted from the resin by overnight digestion with SUMO protease at 4 °C. N-terminally His_6_-tagged cofilin variants were eluted with imidazole (20 mM Tris, pH 7.5, 250 mM imidazole, 100 mM NaCl, 1 mM DTT) and dialyzed into cofilin storage buffer overnight at 4 °C. Cofilin used for actin binding and severing assays was further purified by size exclusion chromatography on a Superdex200 10/300 GL column in 25 mM Tris, pH 8.0, 0.5 mM DTT, 0.25 mM EGTA. Cofilin eluted as a single peak across multiple fractions, which were pooled and concentrated using Amicon Ultra centrifugal filter concentrators (3 kDa cutoff). Protein concentration was determined by A_280_ absorbance using a Thermo Scientific 2000 nanodrop instrument.

GST-tagged yeast and mouse twinfilin variants were expressed in *E. coli*, and cells were lysed as described above. The clarified cell lysate was incubated with glutathione Sepharose resin for 2 h at 4 °C. The resin was washed once with 0.5% Igepal CA-630 in PBS and once with cofilin storage buffer. Proteins were eluted by overnight digestion with GST-tagged HRV 3C protease at 4 °C. Twinfilin concentration was determined by comparison to BSA standards following SDS-PAGE and Coomassie-staining.

FLAG-tagged human LIMK1^CAT^ for in vitro kinase assays was purified using a yeast expression system. TeTO_7_-*COF1* yeast transformed with pRS423-GPD-His_6_-cofilin-1^S3A^ (to support the growth of yeast during LIMK induction) and pRS415-GAL1-FLAG-LIMK1^CAT^ were grown in selective liquid media (SC-His-Leu) containing 2% raffinose at 30 °C with shaking to an OD_600_ of 2. LIMK1 expression was induced by the addition of galactose and nutrient-rich yeast extract peptone (YP) broth, bringing the final concentrations of media to 1×YP media and 1% galactose. Cells were induced for 12 hr. at 30 °C before cells were harvested, pelleted, washed once with water, and snap frozen. The cell pellet was thawed on ice and resuspended in yeast lysis buffer (50 mM HEPES, pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.5% Triton X-100, 10% glycerol, 0.5 mM DTT, 10 µg/ml leupeptin, 2 µg/ml pepstatin A, 2.5 mM NaPP_i_, 10 µg/ml aprotinin, 1 mM β-glycerophosphate and 1 mM Na_3_VO_4_). Cells were lysed by vortexing with glass beads at 4 °C. Cell lysates were pelleted, and the recovered supernatant was incubated with M2 anti-FLAG affinity resin in batch for 1–2 h at 4 °C. The resin was washed twice with yeast lysis buffer and twice with FLAG wash buffer (50 mM HEPES, pH 7.4, 100 mM NaCl, 1 mM DTT, 0.01% Igepal CA-630, 10% glycerol, 1 mM β-glycerophosphate, and 100 µM Na_3_VO_4_) before the protein was eluted with FLAG wash buffer containing 0.5 mg/mL 3×FLAG peptide (Sigma). LIMK1 concentration was determined by running alongside BSA standards on SDS-PAGE with Coomassie staining.

To generate Ser3-phosphorylated cofilin, the FLAG-LIMK1 catalytic domain was expressed in yeast and purified as described above but not eluted from the resin. Purified cofilin^WT^ was incubated with resin-bound LIMK1 catalytic domain overnight at 4 °C in kinase reaction buffer (50 mM Tris, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_, 5 mM MnCl_2_, 1 mM DTT) with 1 mM ATP. The resin was then pelleted, and the supernatant dialyzed overnight at 4 °C into 50 mM Tris, pH 6.8 with 1 mM DTT. Phosphorylated and unphosphorylated cofilin species were separated by cation-exchange chromatography using a MonoS 5/50 GL column. Cofilin phosphorylation was assessed by Mn^2+^ Phos-tag SDS-PAGE.

### Actin filament binding assays

The binding affinity of cofilin variants for actin filaments was compared using in vitro pyrene quenching assays as previously reported^25,37,54^. Serial dilutions of purified cofilin variants were incubated with polymerized pyrene-labeled actin (1 µM, ~83% labeled) in 1× KMI buffer (20 mM imidazole, pH 7.0, 50 mM KCl, 2 mM MgCl_2_, 2 mM DTT, 200 µM ATP, 1 mM NaN_3_) for 1 hr at 25 °C. Pyrene quenching was measured in a plate reader (excitation 366 nm, emission scan 409 nm). Data were normalized to the signal for unquenched pyrene-actin alone and saturated cofilactin filaments, and they were fitted to a model-independent sigmoidal dose-response curve using GraphPad Prism 9. The cofilin concentration at half-maximal binding was defined as *K*_0.5_.

### Actin severing assays

The severing activity of cofilin variants was assessed using TIRF microscopy as previously described^25^. Alexa-647 labeled actin filaments (5% labeled) were polymerized for 1 h in 1× KMI buffer. Serial dilutions of purified cofilin variants were incubated with the polymerized actin for 1 h before placement on poly-L-lysine coated glass slips and imaged directly by TIRF microscopy. The recorded images were skeletonized using ImageJ FIJI and analyzed with Persistence Software version 4.2.3 to quantify the actin filament lengths^55^. Persistence Software is available to download for free at delacruzlab.yale.edu/persistence-software.

### Radiolabel kinase assays

Purified cofilin or twinfilin (2 µM) was incubated with LIMK1 catalytic domain (2 nM) and ATP (12.5 µM with 0.1 µCi/µL [γ-^32^P]ATP) in kinase reaction buffer (defined above) at 30 °C. At 5 min and 10 min incubation, aliquots were removed and quenched with 4x SDS-PAGE loading buffer. Samples were boiled for 5 min and fractionated by 15% acrylamide SDS-PAGE. Gels were Coomassie stained and dried before exposure to a phosphor screen. Phosphor imaging and quantification of radiolabel incorporation were conducted using a BioRad Molecular Imager FX Pro Plus with Image Lab software. Images shown are from the 10 min timepoint. Phosphorylation rates were calculated from the entire time course and normalized to that of wild-type cofilin-1. Michaelis-Menten parameters for cofilin^WT^ and cofilin^G4F^ were determined from reactions run at seven substrate concentrations ranging from 50 to 0.5 μM. To calculate absolute rates, a [γ-^32^P]ATP standard curve (2.5, 5, and 10 nCi) was imaged alongside the Coomassie-stained gel. Reaction kinetics were calculated using Microsoft Excel 16.75 and GraphPad Prism 9.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

### Source data

Source Data

## Data Availability

Next-generation sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession code GSE242403. The processed data are available in the Supplemental Data 1 and 2 files. Yeast strains and plasmids described in this study are available upon request from the corresponding author. Source data are provided in this paper.

# Supplementary material for: Distinct functional constraints driving conservation of the cofilin N-terminal regulatory tail
**Source:** Nat Commun. 2024 Feb 16;15:1426. doi: 10.1038/s41467-024-45878-9

Supplementary Information

Distinct functional constraints driving conservation of the cofilin N-terminal regulatory tail

Joel A. Sexton¹, Tony Potchernikov², Jeffrey P. Bibeau², Gabriela Casanova-Sepúlveda², Wenxiang Cao², Hua Jane Lou¹, Titus J. Boggon^{1,2}, Enrique M. De La Cruz², and Benjamin E. Turk^{1,*}

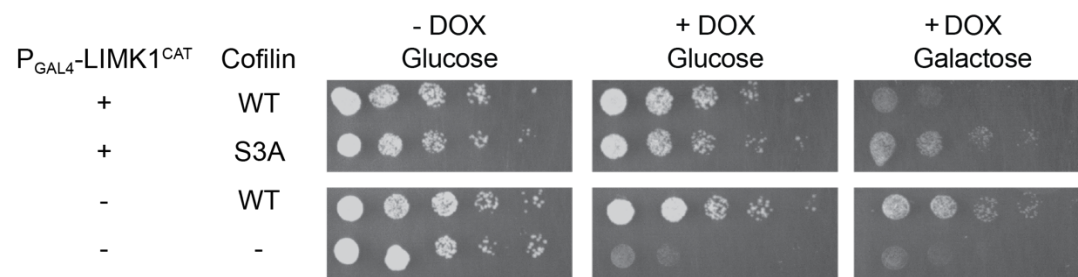

Supplementary Fig. 1. Growth inhibition of yeast by galactose-induced LIMK1^{CAT} expression. Yeast harboring the indicated expression plasmids were grown on either glucose or galactose to induce LIMK1^{CAT} expression in the presence or absence of doxycycline (DOX). Image representative of $n=7$ independent experiments.

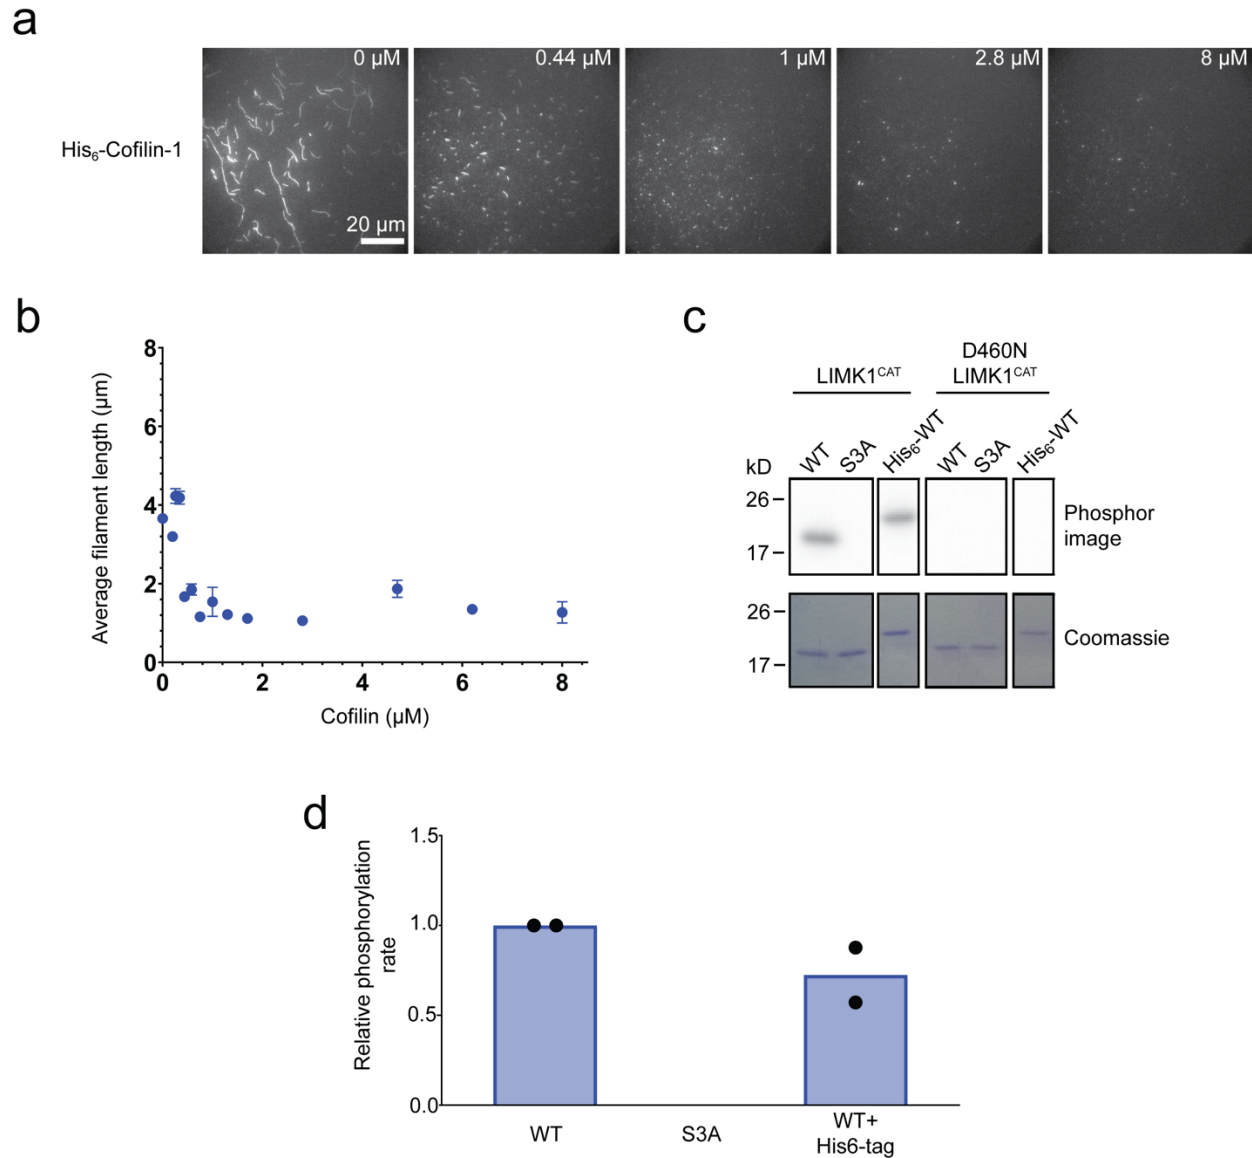

Supplementary Fig. 2. N-terminal His₆-tagged cofilin can sever actin and be phosphorylated by LIMK1. **a** TIRF microscopy images of Alexa647-labeled actin filaments incubated with N-terminally His₆-tagged cofilin-1. Cofilin concentrations listed in upper right corner of each image. The experiment was performed once. **b** Quantification of actin filament length at the indicated concentrations of His₆-tagged cofilin-1. Data points show average length, and error bars show SD for all filaments imaged in a single experiment. The numbers of filaments (n) quantified for each concentration are provided in the Source Data file and ranged from 140 – 1343. **c** In vitro radiolabel kinase assay comparing phosphorylation of purified 2 μ M tagged and un-tagged cofilin^{WT} and cofilin^{S3T} by 2 nM LIMK1 kinase domain for 10 min at 30 °C. Kinase inactive mutant (D460N) was assayed alongside. A representative two independent experiments is shown. **d** Quantification of phosphorylation rates normalized to untagged cofilin^{WT}. Bars show the mean of two independent experiments. Source data are provided as a Source Data file.

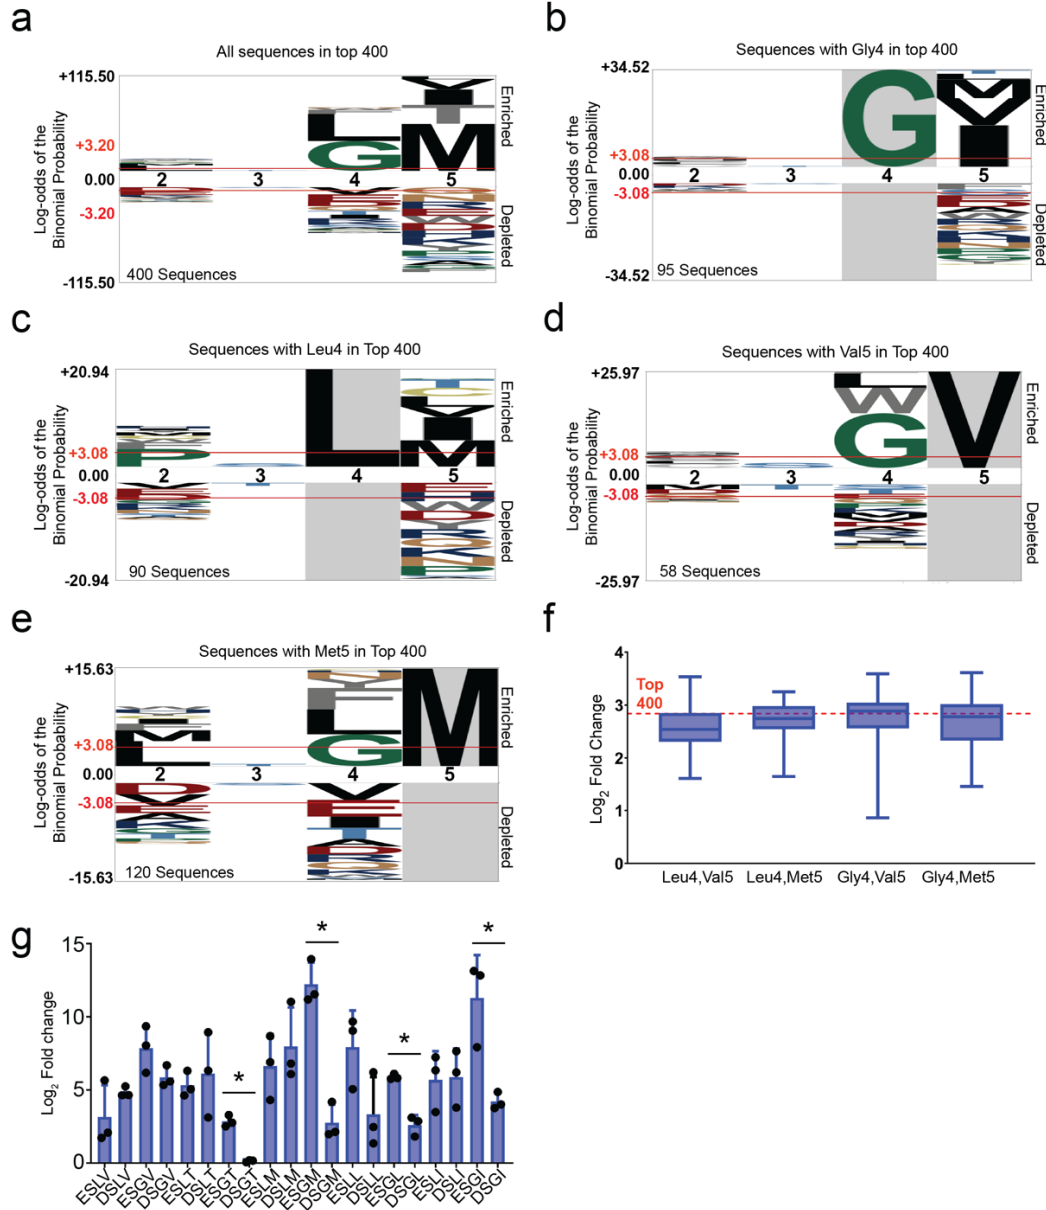

Supplementary Fig. 3. Cofilin N-terminus motifs identified in combinatorial library screen. **a** Sequence logo of the top 400 sequences based on average enrichment across 3 independently performed screens. Additional panels show logos of those sequences within the top 400 containing Gly4 (**b**), Leu4 (**c**), Val5 (**d**), or Met5 (**e**). The number of sequences (n) is at bottom left of each chart. Logos were generated using pLogo software¹, which calculates the significance threshold ($p = 0.05$, red lines) by a binomial probability function with Bonferroni correction. **f** Enrichment distribution of $n=40$ cofilin sequences containing Leu4-Val5, Leu4-Met5, Gly4-Val5, and Gly4-Met5 combinations of residues. Box plots indicate median (middle line), 25th and 75th percentile (box) and 10th and 90th percentile (whiskers). **g** Mean enrichment of selected sequences. Data are presented as mean values $\pm$ SD for the three independent screens. *, $p < 0.05$ by unpaired two-tailed Welch's t-test (ESGT vs. DSGT, $p=0.0056$; ESGM vs. DSGM, $p=0.0013$; ESGL vs. DSGL, $p=0.01$; ESGI vs. DSGL, $p=0.048$). Source data is in **Supplementary Data 2**.

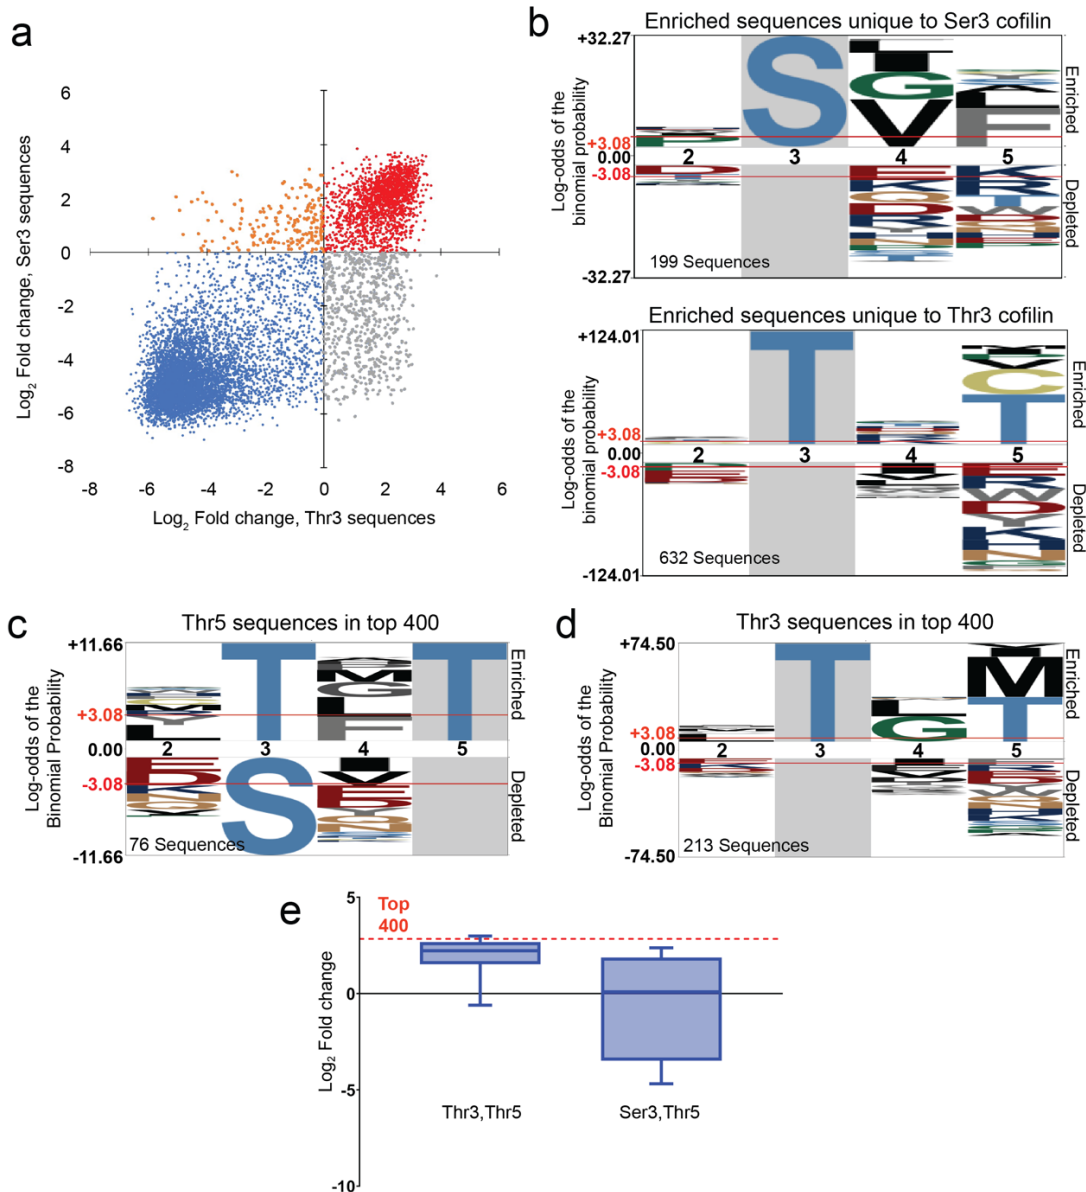

Supplementary Fig. 4. Functional cofilin sequences can depend on phospho-acceptor residue context. **a** Scatter plot showing enrichment of otherwise identical cofilin sequences with either a Ser3 or Thr3 residue. Average log_2 fold change across the three replicate screens is shown for each sequence. **b** Sequence logo of uniquely enriched Ser3 (top, $n=199$) or Thr3 (bottom, $n=632$) cofilin variants. **c** Probability logo of the 400 most enriched sequences containing a Thr5 residue ($n=76$). **d** Probability logo of the 400 most enriched sequences containing a Thr3 residue ($n=213$). **e** Enrichment score distribution of cofilin sequences containing an x-T-x-T motif or an x-S-x-T motif. Each distribution includes $n=400$ sequences, and values are the average from three independent screens. Box plots indicate median (middle line), 25th and 75th percentile (box) and 10th and 90th percentile (whiskers). The red line shows the value for the 400th most enriched sequence from the entire library. For all pLogos, the significance threshold ($p = 0.05$, red lines) was calculated by a binomial probability function with Bonferroni correction. Source data is found in **Supplementary Data 2**.

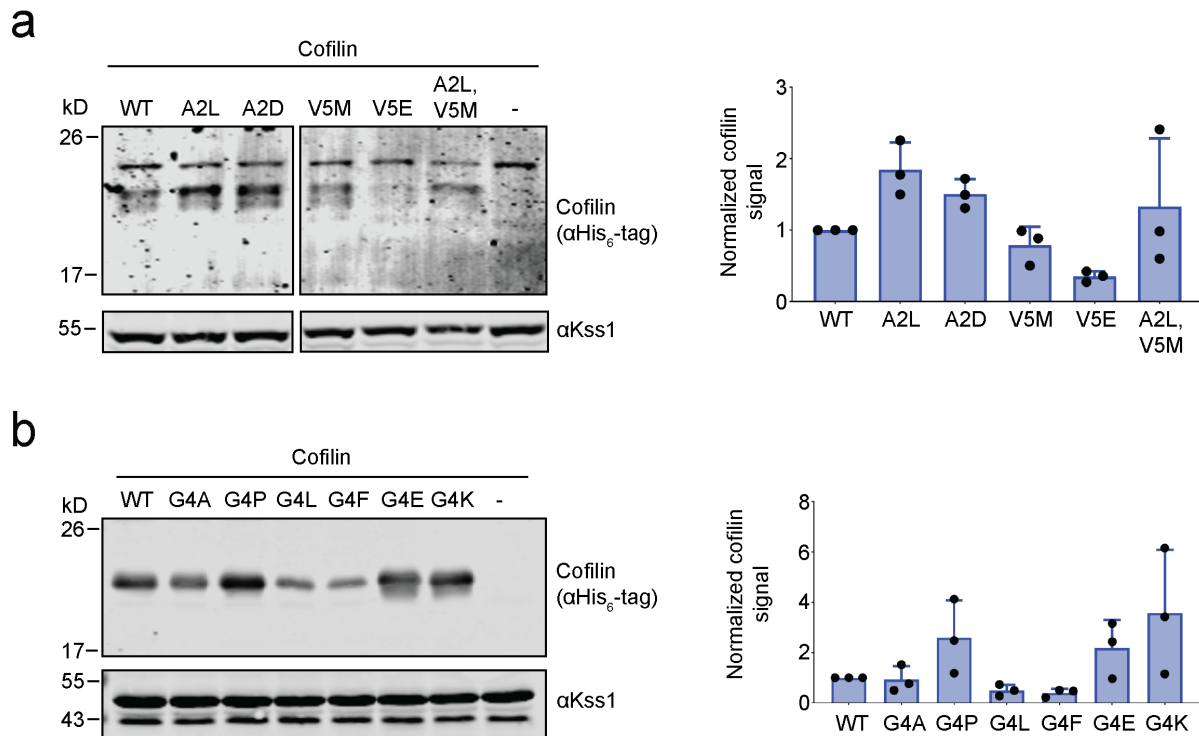

Supplementary Fig. 5. Protein expression levels of cofilin variants in yeast. a,b Immunoblots (left) and quantified protein levels (right) of cofilin protein levels in lysates corresponding to yeast plated in **Fig. 3a (a)** and **Fig. 3b (b)**. Kss1 serves as a loading control. Quantified protein levels were normalized to the Kss1 signal as a fraction of the cofilin^{WT} signal. Data are presented as mean values $\pm$ SD for $n=3$ independent experiments. Source data are provided as a Source Data file.

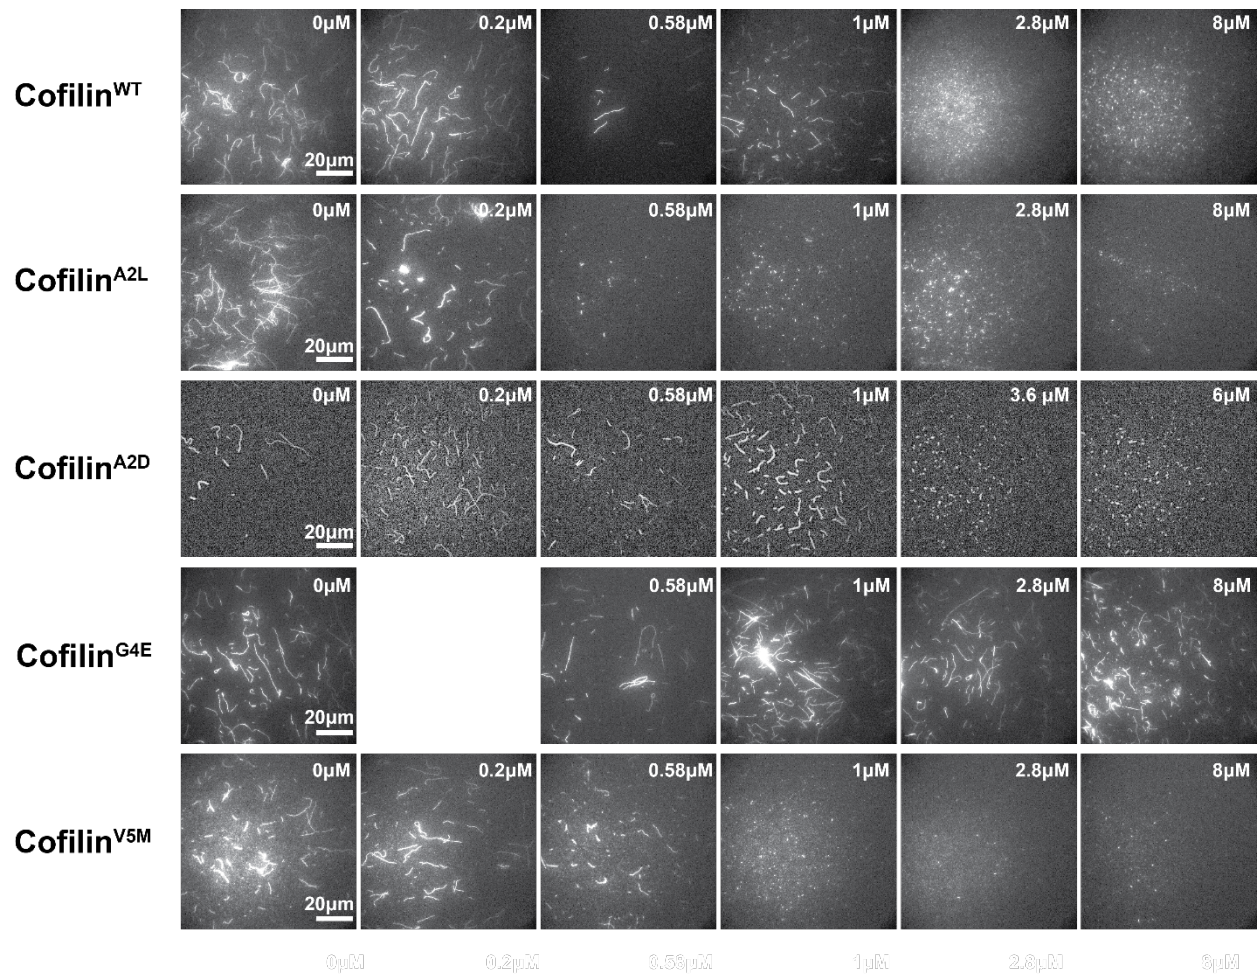

Supplementary Fig. 6. In vitro actin severing assays comparing cofilin mutants. TIRF microscopy images of Alexa647-labeled actin filaments incubated with the indicated concentration of WT or mutant cofilin. Representative images of 20 – 40 fields collected for each concentration are shown from a single replicate. This experiment was performed once.

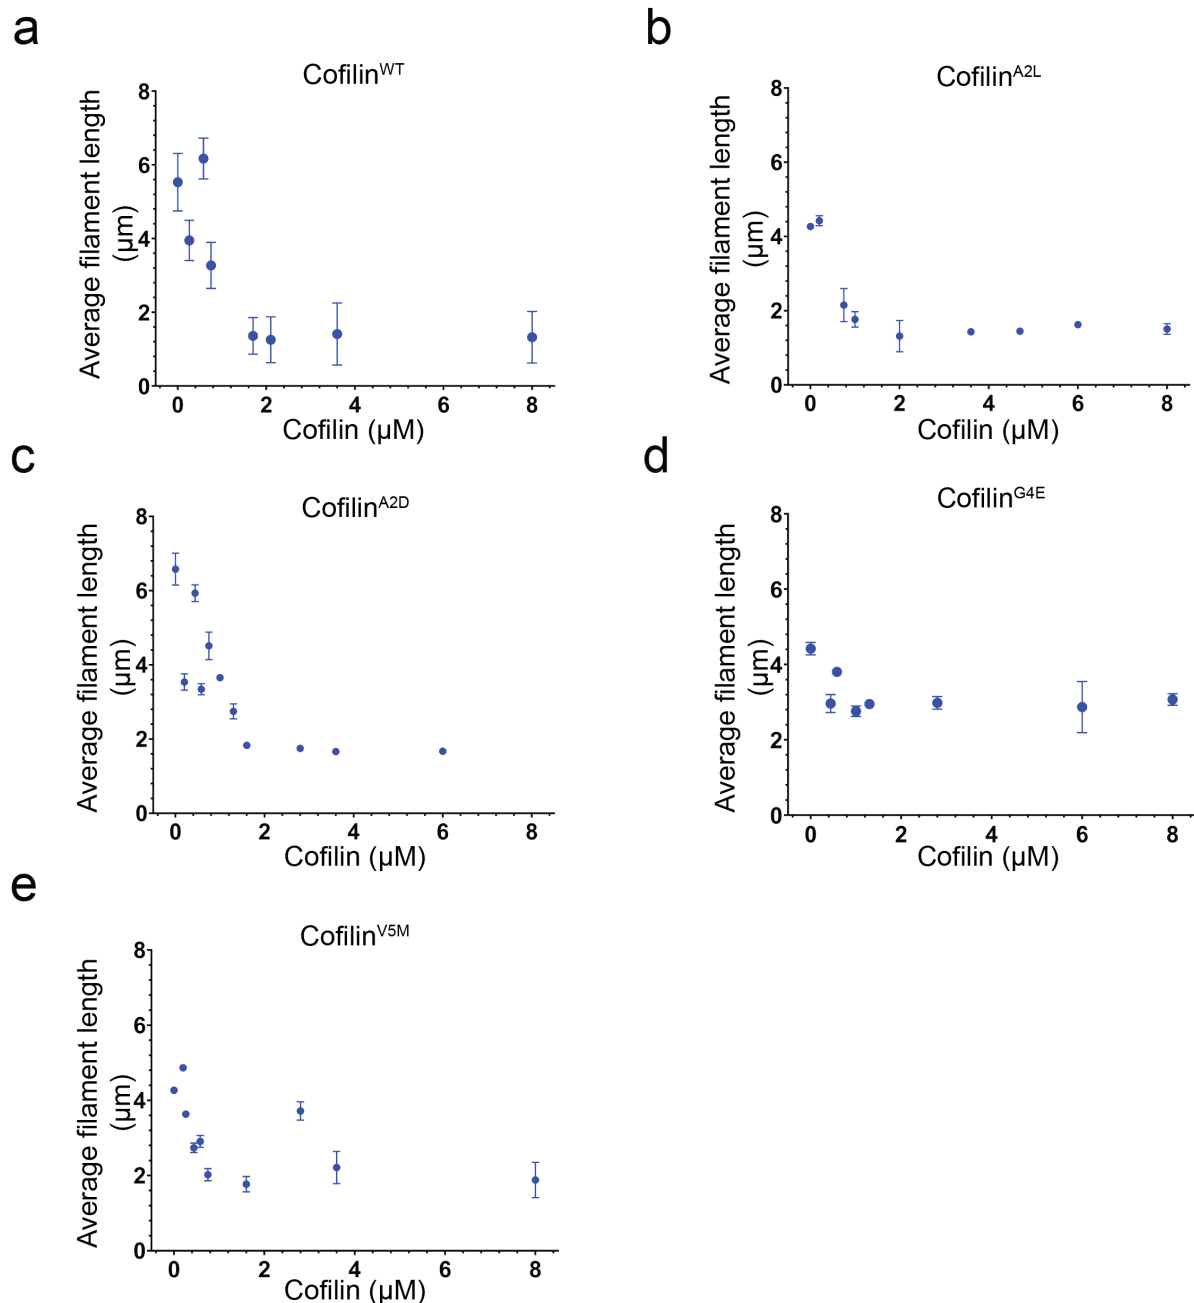

Supplementary Fig. 7. Quantification of in vitro actin severing assays comparing cofilin mutants. **a-e** Average Alexa647-labeled actin filament length following incubation with the indicated cofilin variants at various concentrations quantified from TIRF microscopy images, representatives of which are shown in **Supplementary Fig. 6**. Data points show average length, and error bars show SD for all filaments imaged in the single experiment performed. The number of filaments (*n*) quantified for each concentration ranged from 18 – 1897 and is given in the Source Data file.

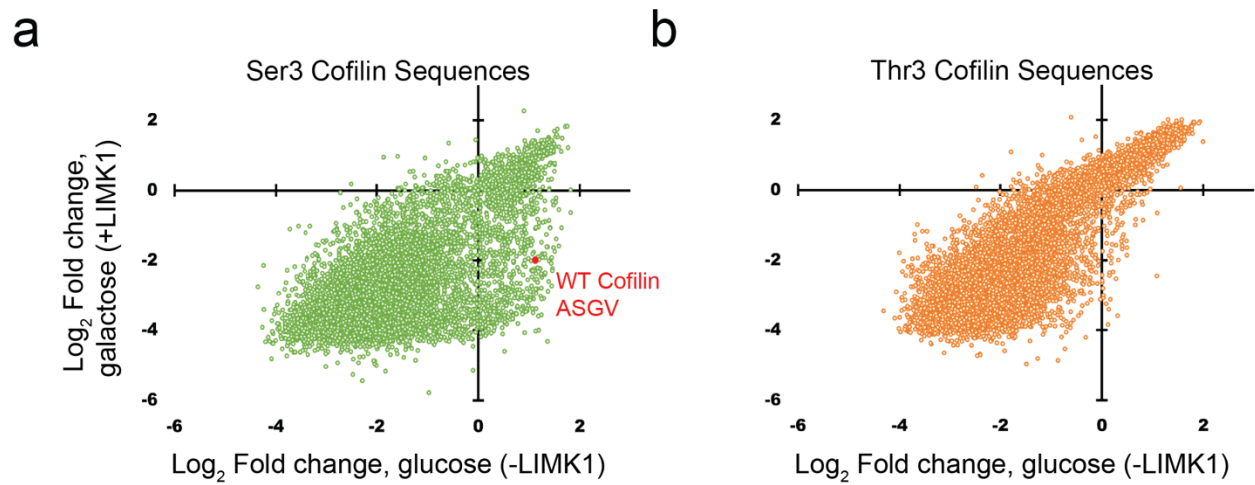

Supplementary Fig. 8. Distributions of Ser3 and Thr3 cofilin library sequences. a,b Plots show the change in relative abundance of Ser3 (a) and Thr3 (b) cofilin library sequences with and without LIMK1 induction. Each data point represents the average log₂ fold change across three independently performed replicates. Source data are from **Supplementary Data 2**.

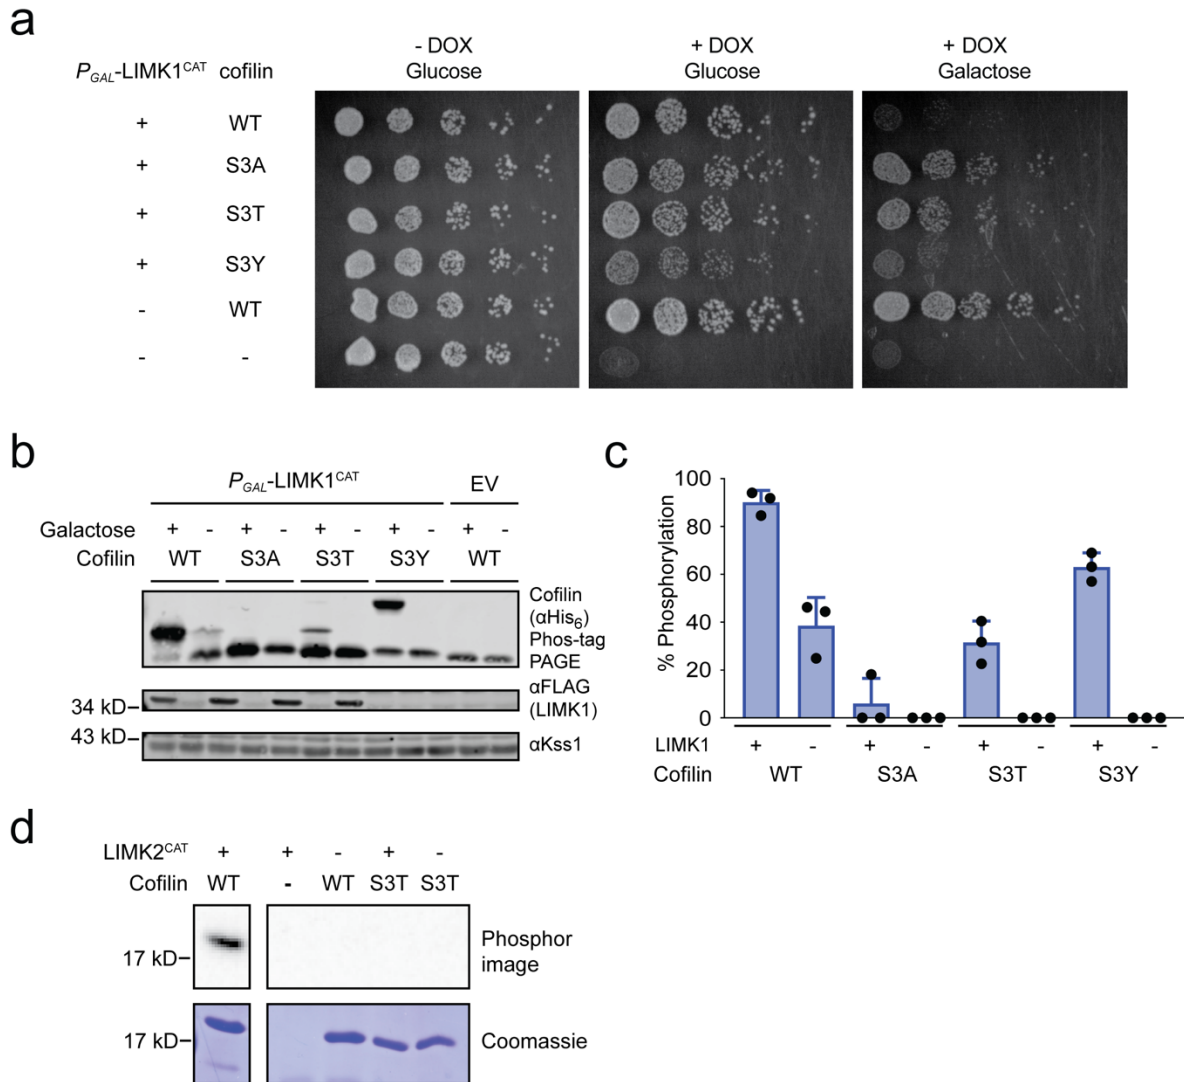

Supplementary Fig. 9. Effects of cofilin Ser3 substitutions on phosphorylation or regulation by LIMK catalytic domain constructs. **a** Growth of yeast expressing the indicated cofilin variants with (galactose) or without (glucose) induction of LIMK1^{CAT}. Representative of $n=3$ independent experiments. **b** Immunoblots of lysates corresponding to yeast plated in (a). Cofilin species are separated based on phosphorylation state by Phos-tag SDS-PAGE. Kss1 serves as a loading control. **c** Quantification of immunoblots in (b) showing the fraction of total cofilin phosphorylated. Data shown are mean $\pm$ SD for $n=3$ independent experiments. **d** Phosphorylation of WT or S3T cofilin by LIMK2 catalytic domain. Shown is a representative of $n=2$ independent experiments. Source data are provided as a Source Data file.

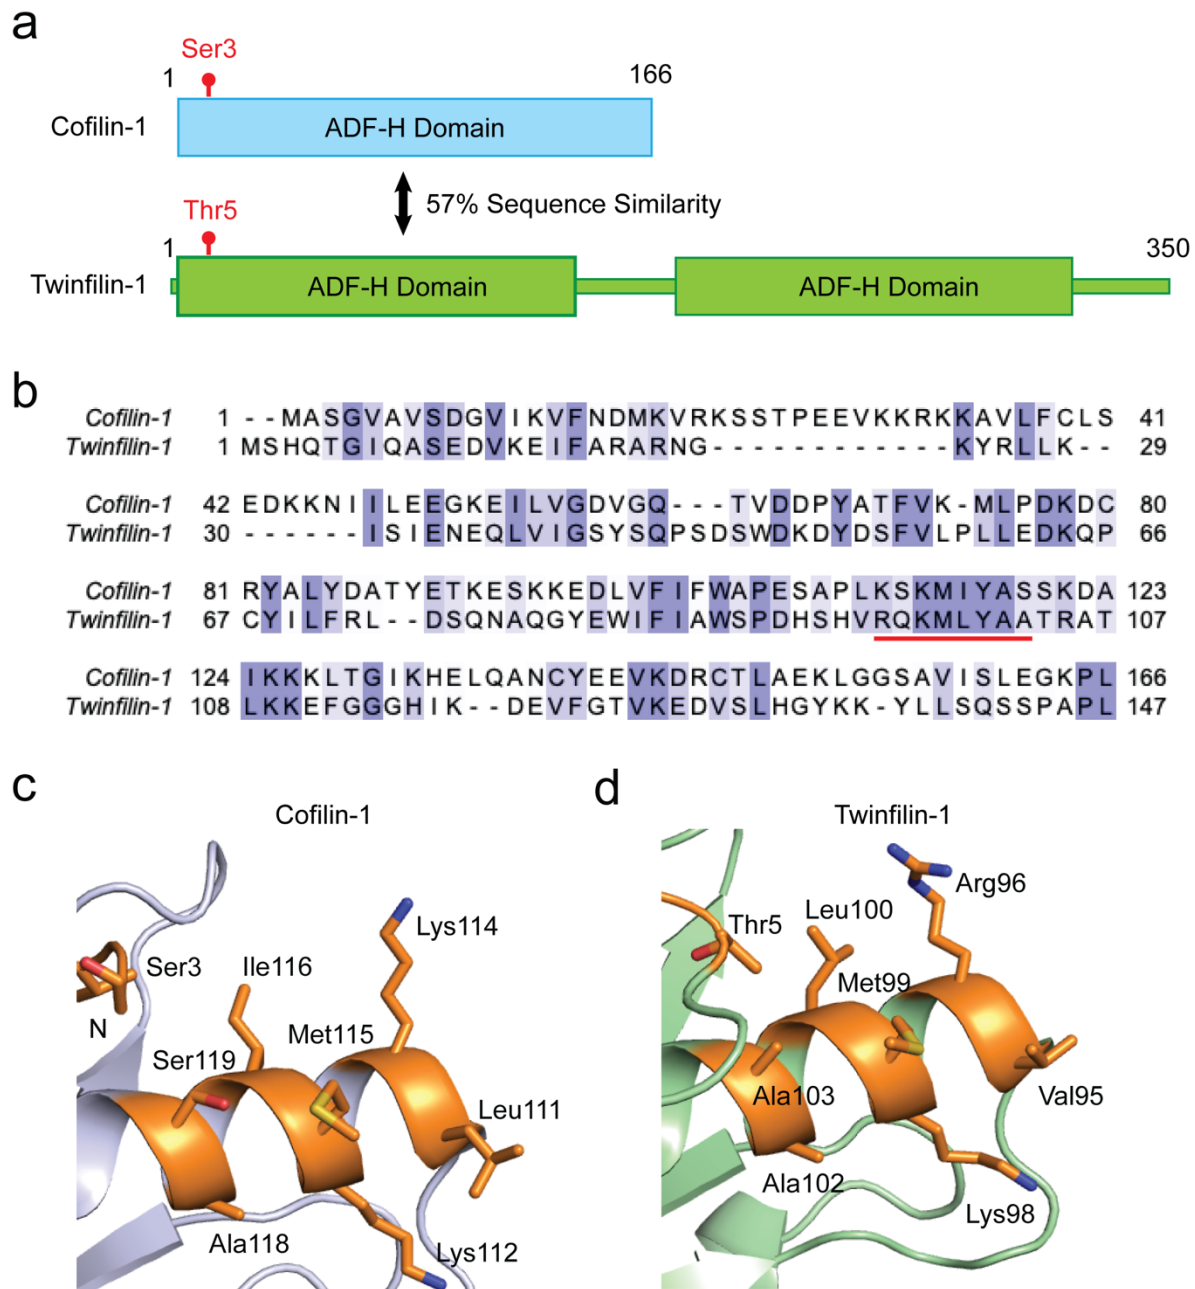

Supplementary Fig. 10. The LIMK binding interface of cofilin is conserved to twinfilin. **a** Diagram showing domain organization of human cofilin-1 and twinfilin-1. **b** Sequence alignment of human cofilin-1 and the N-terminal ADF-H domain of human twinfilin-1. The sequence at the LIMK-cofilin interface is underlined in red. **c** Cofilin residues (orange) (PDB ID: [5YU8](#))² at the LIMK1 binding interface. **d** Residues in the twinfilin-1 N-terminal ADF homology domain analogous to those at the LIMK1-cofilin interface (PDB ID: [7CCC](#))³.

a

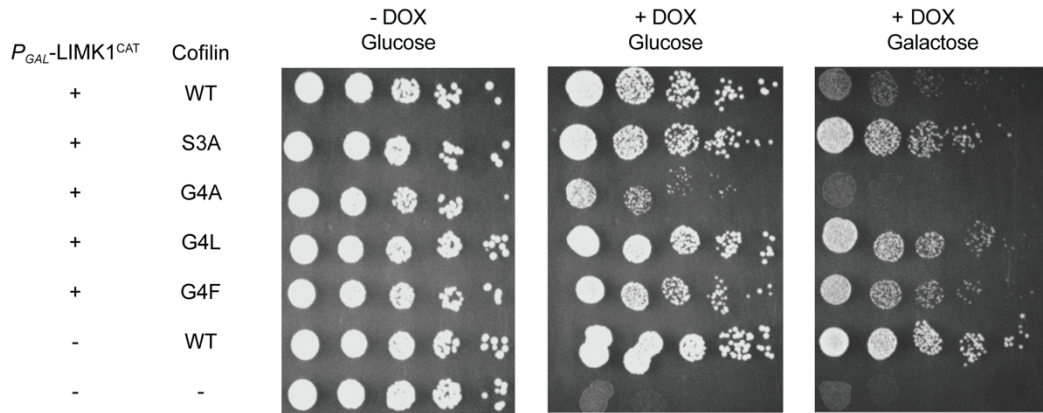

b

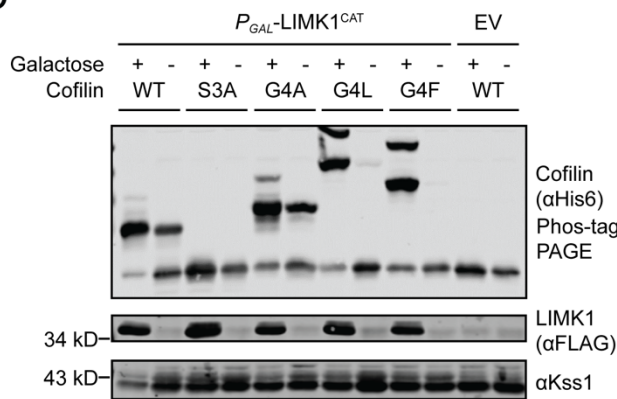

c

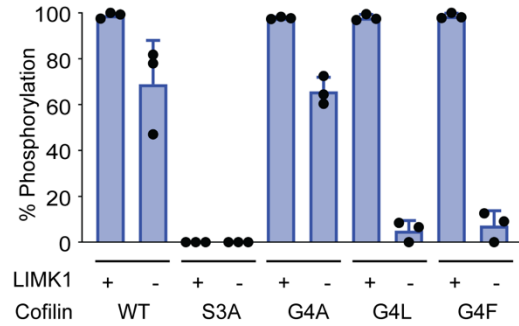

Supplementary Fig. 11. Exacerbated effects of LIMK1^{CAT} expression on growth inhibition in the context of cofilin Gly4 cofilin mutations. **a** Growth of yeast expressing the indicated cofilin variants with or without LIMK1^{CAT}. Representative of $n=3$ independent experiments. **b** Immunoblots of lysates corresponding to yeast plated in (a). Cofilin species are separated based on phosphorylation state by Phos-tag SDS-PAGE, with the slower migrating species corresponding to phosphorylated cofilin. **c** Fraction of cofilin phosphorylated in (b) from quantified immunoblots. Data show mean $\pm$ SD for $n=3$ independent experiments. Source data are provided as a Source Data file.

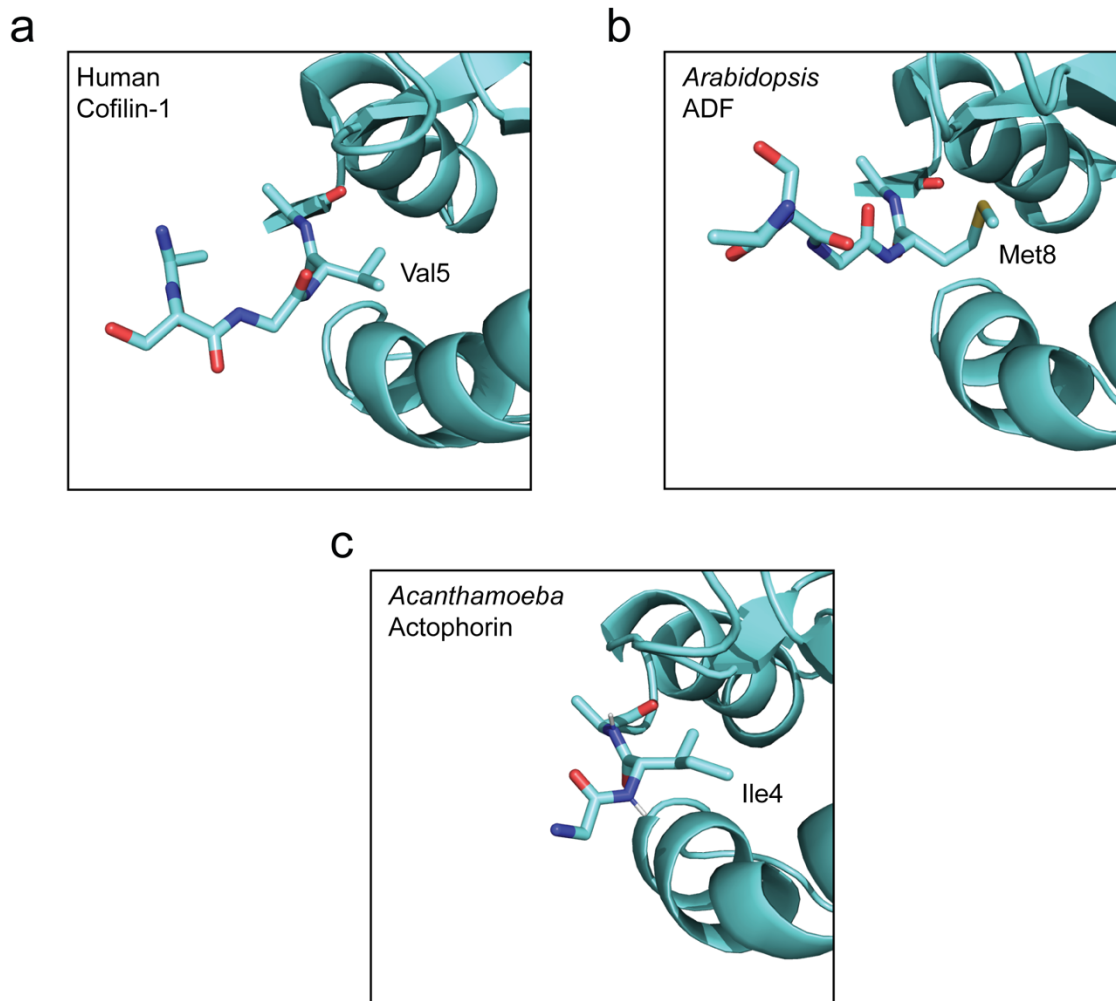

Supplementary Fig. 12. Comparison of N-terminal structures of cofilin orthologs.
a-c X-ray crystal structures are shown for (a) human cofilin-1 (from its complex with LIMK1^{CAT}, PDB ID: [5HVK](#)⁴), (b) *Arabidopsis* ADF (PDB ID: [1F7S](#)⁵), and (c) *Acanthamoeba* actophorin (PDB ID: [1AHQ](#)⁶).

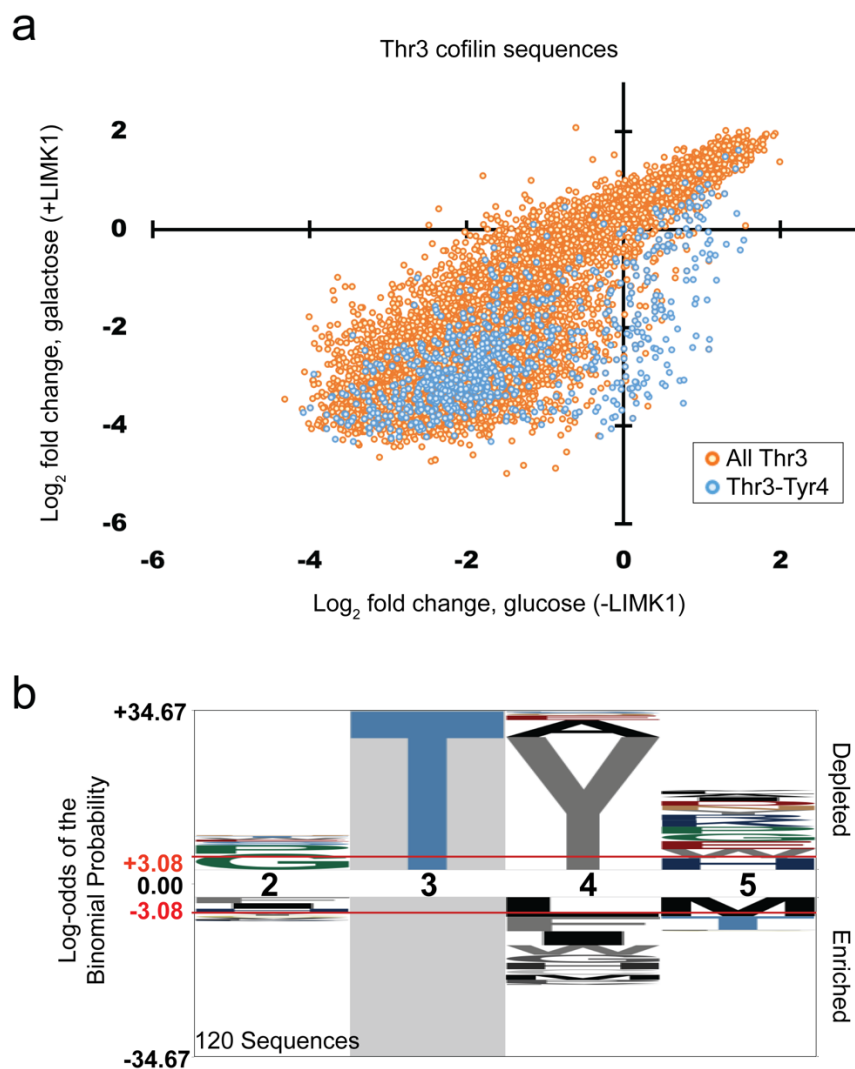

Supplementary Fig. 13. Distributions of x-T-Y-x cofilin library sequences. **a** Plot shows change in abundance of cofilin library sequences containing a x-T-Y-x motif (blue) compared to all sequences contain a Thr residue at position 3 (orange) grown with (galactose) or without (glucose) LIMK1 induction. Data show the average value across $n=3$ independently performed experiments. **b** Consensus sequence logo of $n=120$ cofilin sequences containing a Thr3 phosphoacceptor residue selectively depleted by LIMK1 induction (average log₂ fold change in galactose from three independently conducted screens <0) when compared to a background of all Thr3 cofilin sequences supporting yeast growth. The significance threshold ($p=0.05$, red lines) was calculated by a binomial probability function with Bonferroni correction. Source data is from **Supplementary Data 2**.

Supplementary references

1. O'Shea, J. P. *et al.* pLogo: a probabilistic approach to visualizing sequence motifs. *Nat. Methods* **10**, 1211-1212 (2013).
2. Tanaka, K. *et al.* Structural basis for cofilin binding and actin filament disassembly. *Nat. Commun.* **9**, 1860 (2018).
3. Mwangangi, D. M., Manser, E. & Robinson, R. C. The structure of the actin filament uncapping complex mediated by twinfilin. *Sci. Adv.* **7** (2021).
4. Hamill, S., Lou, H. J., Turk, B. E. & Boggon, T. J. Structural basis for noncanonical substrate recognition of cofilin/ADF proteins by LIM kinases. *Mol. Cell* **62**, 397-408 (2016).
5. Bowman, G. D. *et al.* A comparative structural analysis of the ADF/cofilin family. *Proteins* **41**, 374-384 (2000).
6. Leonard, S. A., Gittis, A. G., Petrella, E. C., Pollard, T. D. & Lattman, E. E. Crystal structure of the actin-binding protein actophorin from *Acanthamoeba*. *Nat. Struct. Biol.* **4**, 369-373 (1997).

Uncropped gel images from supplementary figures

Supplementary Fig. 2C:

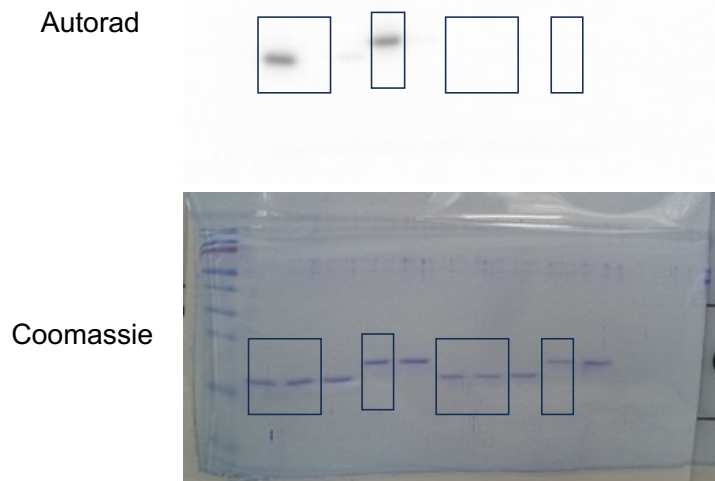

Supplementary Fig. 5A:

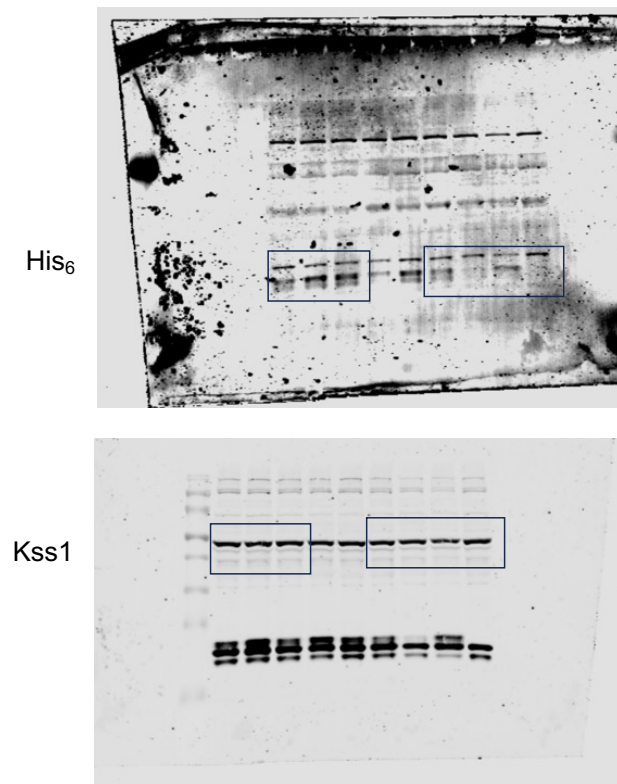

Supplementary Fig. 5B:

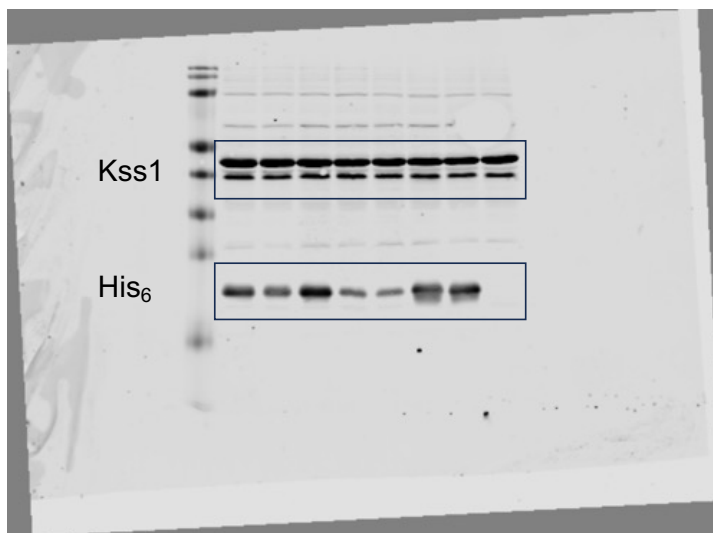

Supplementary Fig. 9B:

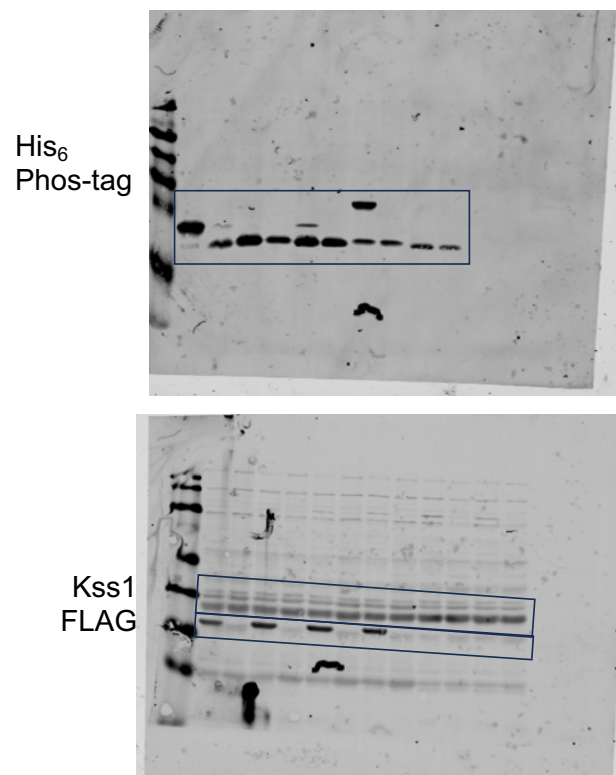

Supplementary Fig. 9D:

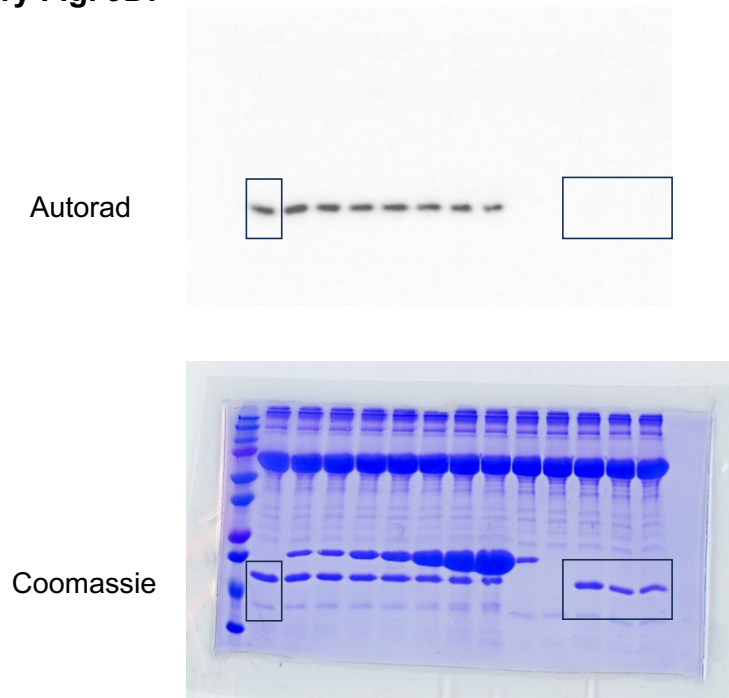

Supplementary Fig. 11B:

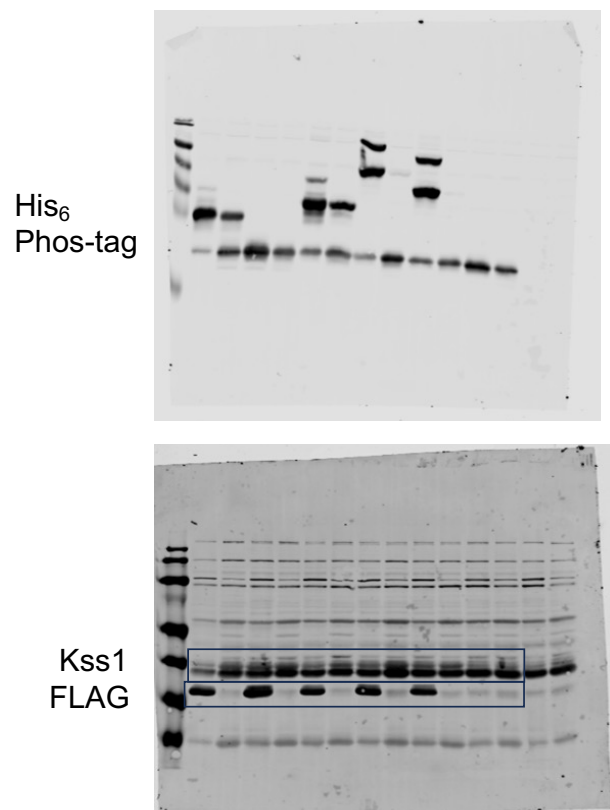

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Distinct functional constraints driving conservation of the cofilin N-terminal regulatory tail
**Source:** Nat Commun. 2024 Feb 16;15:1426. doi: 10.1038/s41467-024-45878-9
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Image Studio 5.2.5 - immunoblot visualization
Data analysis	Image Studio 5.2.5 - immunoblot quantification<br>Microsoft Excel 16.75 - next generation sequencing data processing<br>pLogo - sequence logo generation<br>Graphpad Prism 9 - curve fitting<br>Image J 1.53a - TIRF microscopy image processing<br>Persistence version 4.2.3 - calculation of actin filament length<br>Image Lab - quantification of radiolabel kinase assays

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Next generation sequencing data is available through the Gene Expression Omnibus (GEO) repository with accession number GSE242403.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were chosen to ensure reproducibility. For most experiments, at least 3 independent replicates were performed as is standard for biochemistry and molecular biology experiments. For statistical analysis using unpaired t-tests, data were from experiments with n=3 independent experiments. Sample size for statistical analysis using pLogos used parameters inherent to the experiment: the library size of 16,000 sequences had all possible combinations of the 20 amino acids at three positions and two possible residues at one position (20³ x 2 sequences), and the foreground sequence was dictated by the number of sequences enriched or depleted under a given set of conditions. Screens were conducted 3 times to ensure that statistical tests could be performed for pairwise comparison of variants. Experiments in which statistical tests were performed had n of at least 3. For actin binding assays, several samples that we interpret qualitatively had only two replicates. For actin severing assays the number of filaments analyzed was chosen in part to avoid bias (all filaments in a given field were counted), and enough fields were counted to have n>100 filaments if possible to ensure a normal distribution of filament size.

Data exclusions

No data were excluded from any analyses.

Replication

The number of independently conducted replicates performed for each experiments is indicated in the figure legends.

Randomization

Samples were not randomized since randomization is not appropriate for the experiments conducted here..

Blinding

Samples were not blinded as this is not appropriate for most of our experiments that had immunoblotting or autoradiographic gel readouts in which sample order is determined by the parameters of the experiment. Other experiments used automated analysis (plate reader or microscopic analysis). The yeast-based screens were effectively blinded as analysis was done by a core facility without knowledge of the nature of the samples.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involvement in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involvement in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

anti-penta-His (Qiagen #34650)
anti-FLAG M2 (Sigma #F3165)
anti-Kss1 (Santa Cruz #sc-6775-R)

Validation

anti-His and anti-FLAG antibodies are to epitope tags and do not react against endogenous proteins, and they were validated by analyzing samples expressing empty vector. The anti-Kss1 antibody that we use as a loading control has been validated by other groups using a Kss1 knockout strain (see Winters and Pryciak, PMID: 29321252).

# Supplementary material for: Distinct functional constraints driving conservation of the cofilin N-terminal regulatory tail
**Source:** Nat Commun. 2024 Feb 16;15:1426. doi: 10.1038/s41467-024-45878-9
**Supplement:** Supplementary file 6 — Description of Additional Supplementary Files

Title: Supplementary Data 1.

Description: Raw read counts for all conditions and timepoints.

Title: Supplementary Data 2.

Description: Normalized read counts and enrichment scores for all screens.

Title: Supplementary Data 3.

Description: Oligonucleotides used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

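The counts were made by the authors, who amplified the variable region of plasmids from yeast by PCR, sequenced it and counted reads per variant, and as deposited they are raw reads. The counts of the 3 screens were joined by the amino acid sequence at positions 2 to 5. All 16000 coding sequences translate to their names, and 1 starting library, the plasmid pool, was left out because it has no count column. No variant was filtered. Fractions are reads divided by the total reads of the library, and a score is the log2 of the mean over screens of the ratio of fractions. Where a log2 ratio was taken within a screen for limma, 0.5 reads were added to each count. The reads come from PCR, and the text of the paper does not state whether molecular identifiers were used to remove duplicates, so the counts were taken as reads, which need not be independent molecules, and counting error can understate the error of a single library.

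Changes of variants were tested with edgeR 4.0.16 (quasi-likelihood F test, library sizes equal to total reads) with the screen as a block, and for the LIMK1 effect the culture within a screen as a block. Pairing of T0 with T2 by screen number follows the labels of the libraries. The counts do not support it: after the mean over screens was removed, T0 and T2 in glucose correlated best with their own number in 1 of 3 screens (r 0.136, −0.0888 and −0.0411), and fits without the block are among the alternatives. limma 3.58.1 was used on 1 value per screen for pairs of variants and for residue terms. DESeq2 1.42.0 gave an alternative Wald test and size factors. Adjusted p values are Benjamini-Hochberg values over all variants, pairs or terms of a test unless given over a list alone, and the threshold was 0.05. Shares of residues were tested with the exact binomial test and multiplied by 62 residues (Bonferroni). Group contrasts over 3 screens used exact permutation of signs, whose smallest p is 0.25, and 3 screens against 3 cannot go under 0.1. Spread is the SD over the 3 screens, also for medians and shares.

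In simulated data with 100 changed features of each size, limma recovered 49% of Thr3 minus Ser3 differences of 4 on log2 in glucose. It recovered 0% of those of the LIMK1 effect, 65% of Glu2 minus Asp2 differences of 2 and 100% of residue pair terms of 2. For limma, the spreads of the real differences over 3 screens were shuffled between features. edgeR called 19 unchanged variants for the LIMK1 effect (0.120%). The share of changed features, and with it the adjustment, differed from the real data, so these percentages are not the power of the real tests.

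Variants are named when the paper names them, when they belong to a list fixed from the paper, or when they are among the 5 highest or lowest that passed a test with the same sign in every screen. The lists of residues and sequences, the comparisons and the alternatives were fixed before the data were examined, and the comparison of T0 with T-1 and the residue terms of the LIMK1 effect were added later. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.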

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

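The comparison of T0 with T-1, the test of a cost of functional cofilin and the tests with screens regrouped were chosen after the result was seen, and the tests of GC content and read numbers before it.

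From T-1 to T0, an interval with the change from glucose to raffinose and the addition of DOX, edgeR found 3871 variants higher and 5296 lower (4643 and 4400 with TMM). The T-1 libraries of screens 2 and 3 were close to each other, with a chi-square per degree of freedom of 2.47. It was 24.2 for screens 1 and 2 and 11.5 for screens 1 and 3, and 39.4 to 59.4 at T0. If these T-1 libraries are not independent, the error of this comparison is understated. Val, Ile, Leu, Met or Thr at position 5 had a median log2 change of −0.52 (SD 0.14, n = 3 screens), and Asp5 or Glu5 one of 0.27 (SD 0.11). GC content of the codons does not account for the gap, which was −0.74 (SD 0.22) with GC in the model, and neither do low reads, as it was −0.79 (SD 0.28) among variants with at least 500 reads. A cost of active cofilin while Cof1 is still present predicts that favorable residues at position 4 fall further, and Leu4, Met4 or Gly4 minus Asp4, Glu4, Lys4 or Arg4 was −0.43 (SD 0.08, all with those residues at position 5). That explanation fits, but Cof1 was not measured and an effect of the change of sugar was not tested.

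Functional Ser3 sequences (−1.36) and Thr3 sequences (0.34) moved in opposite directions with LIMK1 in every screen, and exact permutation of 3 screens allows no p under 0.25. Functional Thr3-Tyr4 sequences (−0.88) lay below 0 and the other functional Thr3 sequences (0.36) above it in every screen, with the same smallest exact p. The place of Thr3-Tyr4 below 0 depends on the scaling (−0.04 with DESeq2's size factors), and its difference of −1.24 from the others does not. Ser3-Pro4 sequences (0.74) lay above 0 in every screen while the other functional Ser3 sequences lay below it. Functional Thr3-Pro4 sequences (0.56, SD 0.22) lay above 0 in every screen as well. Glu2 minus Asp2 was 1.97 (SD 0.05) for Ser3 sequences with Gly4 and −0.79 (SD 0.08) for Thr3 sequences with Gly4, each averaged over Val, Thr, Met, Leu and Ile at position 5, and the difference between them was not tested.

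With 3 screens there are too few ways of regrouping the libraries to judge the counts by it: 10 for edgeR and 4 for limma. The real grouping gave 3352, 11203, 571, 1583, 3871 and 5296 calls for edgeR and 2057, 771, 98, 944 and 33 for limma, and the highest other grouping gave 0 each time, so that 1 grouping, the real one, reached the count.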

How the results depend on the processing

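Of 1737 alternative results for 177 results, 1469 stayed the same, 32 were weaker, 16 stronger, 202 moved and 18 were reversed. A count moved when it changed by more than 1.5-fold, and a share, score or group median when it changed by at least the SD over screens. Log2 changes of single variants and Glu2 minus Asp2 differences were judged only by their sign and by passing the test. A shift in their size that left both unchanged was counted as the same. The cause was not tested. Scaling moved the calls in glucose most, and calls of the LIMK1 effect moved most without the block, without screen 3 and for T3 in galactose against glucose, while limma's pair tests lost calls with a screen left out. By setting, with TMM: enriched 5241, LIMK1 higher 354, scores above 0 6231, functional but depleted 2261. With DESeq2's size factors: enriched 6088, depleted 5297, LIMK1 lower 717, scores above 0 8032, functional but depleted 2251. Relative to charged residues at position 5: enriched 6586, depleted 2779, LIMK1 higher 189, scores above 0 9303, functional but depleted 3982. Relative to ASGV: enriched 0, scores above 0 119, residues with a changed share 6. With DESeq2's Wald test LIMK1 higher 378, without the block 145, with all libraries in 1 fit 346. For T3 in galactose against T3 in glucose LIMK1 higher 992, lower 6250, and for T2 against T1 lower 1045. Functional by score from T0 to T2: depleted 2037. With a screen left out: LIMK1 higher 143 to 438, Thr3 minus Ser3 in glucose 1136 to 1593 and with LIMK1 0, Glu2 minus Asp2 0 to 82, residue terms of the LIMK1 effect 0 to 36. With at least 100 reads, Thr3 minus Ser3 with LIMK1 was 1259. Reversed log2 values, in the order TMM, DESeq2's size factors, charged residues at position 5: Ser3/Thr5 2.20, 3.36, 3.80, ASAV 1.79, 2.98, 3.43 (1.08 with the end at T1), ASPV 0.25, 1.37, 1.83, and by the last ASKV 0.0882. DSGT was 0.90 and 1.36 with the last 2, DSGM −1.43 from T-1, ATGV 0.41 for T3 in galactose against glucose, Ser3 with Leu4, Phe4 or Trp4 0.16 and 0.64 with TMM and DESeq2's size factors, and the median LIMK1 effect of all variants 0.21 with DESeq2's size factors.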

Differences from the paper's values

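A value was counted as different when it lay further from the paper's than the SD over screens and the paper's rounding, and by more than 1.5-fold, or, for a log2 change, beyond that SD or with the other sign. By this rule 1 of 36 values differs. The paper gives a mean log2 change of −0.28 for Ser3/Thr5 variants, and the mean of the scores is −0.69 (SD 0.223 over screens, median 0.09). It differed under every alternative set before the data were examined. All 13 ranks are equal to those of the paper.

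The paper calls Gly4-Val5 uniquely over-represented among the 400 highest scores, and of the 4 pairs of Gly4 or Leu4 with Val5 or Met5 it is the only one above independence (23 sequences, SD 9.54 over screens, 13.8 if independent). Outside these 4 pairs, Gly4-Ile5 (29, SD 9.17, 16.6 if independent) and Trp4-Val5 (15, SD 2.08, 4.50 if independent) also lie above it. The paper gives 73% of enriched sequences for aliphatic or β-branched residues at position 5. Val, Ile, Leu, Met and Thr make up 68.5% (SD 0.665), a smaller gap than 1.5-fold but beyond the spread. With Ala added they make up 72.7%. Of the 3352 variants that rose by edgeR, 2475 had Val, Ile, Leu, Met or Thr there, a larger share than among scores above 0. The paper states that Glu2 was preferred over Asp2 with Gly4. With Ser3 and Val, Thr, Met, Leu or Ile at position 5 the mean difference was 1.97, with ESGT and ESGM passing limma's test over all pairs, and with Thr3 and these residues it was −0.79. Over all 40 Gly4 pairs limma found Glu2 higher in 5 and Asp2 higher in 6. The values of the Glu2 and Asp2 pairs in its Supplementary Fig. 3g match folds, not log2 changes.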

Other observations

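Groups of residues in this part, and the tests of reads late in culture, Lys2 and Gly5 or Phe5, were chosen after the result was seen.

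The median LIMK1 effect of functional Ser3 sequences differed with the residue at position 2. It was −2.27 with Met2 (SD 0.35, n = 3 screens, 84 of 125 lower by edgeR) and −1.96 with Asn2 (SD 0.37). With Arg2 it was −0.53 (SD 0.16) and with Lys2 −0.14 (SD 0.04, 24 of 66 lower), and with DESeq2's size factors both lie above 0, Lys2 with TMM too. Functional Thr3 sequences were at 0.18 with Met2 (SD 0.15), 0.39 with Asn2 (SD 0.09), 0.37 with Arg2 (SD 0.11) and 0.59 with Lys2 (SD 0.11). Among Ser3 sequences that gained in glucose from T1 to T3, the share that lost in galactose passed the test for no residue at position 2 (Lys2, 10 of 38, exact binomial p = 0.303).

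The median for Ser3 with Lys2 minus that of other functional Ser3 sequences was 1.26 (SD 0.22, n = 3 screens). For Ser3 relative to Thr3, limma's model of all residues gave Lys2 a term of 0.46 (SE 0.06, adjusted p = 0.00659), and without screen 3 limma found 0 of the 49 terms, with 7 higher and 10 lower at an unadjusted p under 0.05. How much of the 1.26 comes from the residues met with Lys2 at positions 4 and 5 is open.

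The mean of Glu2 minus Asp2 varied with the residue at position 5 as well. With Thr5, Glu2 exceeded Asp2 by 0.77 on log2 on average (SD 0.05, n = 3 screens), and limma found Glu2 higher in 10 of 40 pairs. With Leu5 the mean difference was −0.86 (SD 0.20), with Asp2 higher in 10 of 40 pairs and Glu2 in 1, and with Ile5 it was −0.49 (SD 0.05). Without screen 3, limma called 0 of all 800 pairs, with 99 and 78 at an unadjusted p under 0.05.

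Functional sequences with Gly5 or Phe5 had a higher LIMK1 effect than others, by 1.91 with Ser3 (SD 0.06, 158 variants). Resistance to LIMK1 would be limited to Ser3 sequences, while an effect of galactose medium would be shared by Thr3 sequences. Thr3 sequences with Gly5 or Phe5 were also higher, by 0.68 (SD 0.29, 129 variants). An effect shared by both acceptors, such as that of the medium, therefore fits for part of the difference. Some other residues went the same way. With Ser3 and Thr3 together, functional medians were 1.36 with Asp5 or Glu5 (SD 0.38, 19 variants) and 1.11 with Asn5 or Gln5 (SD 0.37, 42 variants). They were 0.03 with Pro5 (SD 0.30) and −0.09 with Val5, Ile5, Leu5, Met5 or Thr5 (SD 0.07). Whether the medium or the make-up of the pool accounts for this was not tested.

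Late in the cultures, reads of variants with Asp, Glu, Lys or Arg at position 5 followed their number at T-1 more than at T0. At T3 in glucose the coefficient of T-1 was 1.02 (SD 0.0183) and that of T0 0.137, and these variants made up 0.785% of reads, compared with 16.6% at T-1. Reads of T-1 assigned to glucose libraries alone would leave galactose T3 free of this, and its coefficient of T-1 was 0.947 (SD 0.0465). Reads of T-1 assigned to the libraries of both media cannot be excluded this way. The 2 media of a time point were sequenced together and split by barcode. Cells that keep making Cof1 despite DOX would carry the plasmids of T-1 in any medium, which was not tested.

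Single libraries at T2 departed from T1 and T3 by more than 4-fold, with at least 100 reads, for 60 variants (15, 5 and 40 in the 3 screens), and no variant did so in the same direction in a second screen. ESEG had 144, 1098 and 77 reads at T1, T2 and T3 in glucose in screen 2.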
